# Hepatic Transcriptome Profiles of Mice with Diet-Induced Nonalcoholic Steatohepatitis Treated with Astaxanthin and Vitamin E

**DOI:** 10.3390/ijms18030593

**Published:** 2017-03-08

**Authors:** Masuko Kobori, Yumiko Takahashi, Mutsumi Sakurai, Yinhua Ni, Guanliang Chen, Mayumi Nagashimada, Shuichi Kaneko, Tsuguhito Ota

**Keywords:** astaxanthin, nonalcoholic steatohepatitis (NASH), comprehensive gene expression analysis, vitamin E, eukaryotic initiation factor-2 (EIF2), peroxisome proliferator-activated receptor α (PPARA)

## Abstract

Astaxanthin alleviates hepatic lipid accumulation and peroxidation, inflammation, and fibrosis in mice with high-cholesterol, high-cholate, and high-fat (CL) diet-induced nonalcoholic steatohepatitis (NASH). It has been proposed as a potential new treatment to inhibit the progression of NASH in humans. In this study, we compared hepatic gene expression profiles after treatment with astaxanthin or the antioxidant vitamin E in mice with CL diet-induced NASH. Comprehensive gene expression analyses of the livers of mice fed a standard, CL, or CL diet containing astaxanthin or vitamin E for 12 weeks were performed using a DNA microarray. Both astaxanthin and vitamin E effectively improved gene expression associated with eukaryotic initiation factor-2 (EIF2) signaling, which is suppressed in NASH by endoplasmic reticulum (ER) stress in the liver. However, astaxanthin did not improve the expression of genes associated with mitochondrial dysfunction. Astaxanthin, but not vitamin E, was predicted to suppress the actions of ligand-dependent nuclear receptors peroxisome proliferator-activated receptors, (PPAR) α (PPARA) and PPARδ (PPARD), and to affect related molecules. Establishing a new therapy using astaxanthin will require elucidation of astaxanthin’s molecular action on the functions of PPARα and related molecules in the livers of mice with diet-induced NASH.

## 1. Introduction

Astaxanthin, widely known as a red pigment in seafood such as salmon, crab, shrimp, and lobsters, is a naturally occurring xanthophyll carotenoid primarily produced by *Haematococcus pluvialis*, other microalgae, and by phytoplankton [1,2]. It is an α-hydroxyketocarotenoid with potent antioxidant activity both in vitro and in vivo [2,3,4,5,6,7], and its radical scavenging activity has been shown to be higher than that of other carotenoids and vitamin E [2,3,4]. Goto et al. suggested that the molecule’s conjugated polyene and terminal moieties trapped radicals in the phospholipid membrane and at the surface (Figure 1) [5]. Astaxanthin from *H. pluvialis* exhibits high bioavailability [2,6,7]. Therefore, although astaxanthin is a non-provitamin A carotenoid, it would be expected to help prevent lifestyle-related diseases by reducing oxidative stress and chronic inflammation [2,7,8,9]. A meta-analysis of randomized controlled trials concluded that supplementation with astaxanthin had a slight plasma glucose-lowering effect [10]. Recently, astaxanthin’s protective effect on liver function has been attracting attention [9,11,12,13]. We have previously shown that astaxanthin ameliorated hepatic steatosis in both ob/ob and high-fat-diet-induced obese mice [14]. It alleviated hepatic lipid accumulation and peroxidation and reversed insulin resistance, hepatic inflammation, and fibrosis in mice with high-cholesterol, high-cholate, and high-fat (CL) diet-induced nonalcoholic steatohepatitis (NASH) [14]. Although vitamin E has been shown to reduce hepatic steatosis and lobster inflammation in patients with NASH, astaxanthin is more effective in preventing and treating NASH in mice [14], suggesting that it improves hepatic steatosis and inhibits the progression of NASH in humans [14]. Thus, astaxanthin may be a promising new treatment for NASH. 

Comprehensive gene expression analysis is a powerful tool for elucidating the properties of natural components and their various physiological functions. We have previously reported that another xanthophyll carotenoid, β-cryptoxanthin, which is found particularly in Satsuma mandarin oranges (*Citrus unshiu* Marc.), attenuated fat accumulation, inflammation, and fibrosis in mice with CL diet-induced NASH [15]. Comprehensive gene expression analysis showed that β-cryptoxanthin effectively suppressed the expression of inflammatory genes but not the expression of the genes associated with steatosis [15]. The study suggested that β-cryptoxanthin suppressed inflammation and the resulting fibrosis primarily by suppressing the increase and activation of macrophages and other immune cells [15]. 

In the present study, to gain a better understanding of the effect of astaxanthin on NASH, we performed comprehensive gene expression analyses of the livers of mice fed a standard, CL, or CL diet containing astaxanthin or vitamin E and compared the gene expression profiles. Our results showed that both astaxanthin and vitamin E improved eukaryotic initiation factor-2 (EIF2) signaling associated with endoplasmic reticulum (ER) stress or global protein synthesis in the livers of mice with diet-induced NASH. We predicted that only astaxanthin would affect the ligand-dependent nuclear receptors peroxisome proliferator-activated receptors (PPARs) and some related factors. Our results revealed the characteristics of the effect of astaxanthin on the livers of mice with diet-induced NASH. 

## 2. Results

### 2.1. Astaxanthin Mainly Improved the Hepatic Gene Expression Associated with Eukaryotic Initiation Factor-2 Signaling in Mice with CL Diet-Induced NASH

As we previously reported, supplementation with 0.02% astaxanthin reduced lipid accumulation and peroxidation and attenuated inflammation and fibrosis in the livers of C57BL/6J mice fed a CL diet for 12 weeks [14]. Astaxanthin was more effective than vitamin E in preventing diet-induced NASH [14]. 

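Liver RNA from 20 male mice was hybridized to 1 array per mouse. Groups of 5 mice received normal chow (NC), a diet high in cholesterol, cholate and fat (CL), the CL diet with 0.02% astaxanthin (CL + AX) or the CL diet with 0.02% vitamin E (CL + VE) for 12 weeks. The deposited values are linear MAS5 signals of 45101 probe sets, from 0.0139 to 18757, and they had not been scaled to a common level. The median signal of an array was 13.0 to 18.8 (median 16.3) in the NC group, 19.4 to 24.8 (median 23.4) in the CL group, 26.4 to 27.7 (median 26.8) in the CL + AX group and 17.0 to 20.7 (median 17.3) in the CL + VE group. Signals were therefore quantile normalized on the log2 scale. The 45037 probe sets left after the 64 controls were compared by limma in 1 model of the 4 groups, with the Benjamini-Hochberg adjustment over all of them. Each of 18193 genes was read from its brightest probe set.
The 5 arrays per group limit the precision: the median standard error (SE) of a log2 fold change was 0.36. Data were simulated with the spread pooled over the 4 groups, and changes were given only to probe sets at or above the median signal. Of 200 such probe sets changed by 1 on the log2 scale, 146 passed an adjusted p under 0.05, beside 8 false calls. Of 200 changed by 0.5, 43 passed, beside 2 false calls. Recovery among dimmer probe sets was not tested. Without scaling, the median probe set moved by 0.40 between CL and NC, by 0.19 between CL + AX and CL, by -0.23 between CL + VE and CL and by 0.43 between CL + AX and CL + VE on the log2 scale, and median centring moved it by -0.12 in the last comparison. Medians of gene lists are therefore given relative to the median of all genes. Where quantile normalization and a scaling by 1 factor per array put a list on opposite sides of that median, both values are given.
A labelling control also set the NC arrays apart. The Dap control, a bacterial RNA added before labelling, had a log2 3'/5' ratio of 3.14 ± 0.18 (SD, n = 5) in the NC group, 1.24 ± 0.13 in the CL group, 1.22 ± 0.12 in the CL + AX group and 1.32 ± 0.53 in the CL + VE group, where replicate 5 had 2.26 and the others 0.99 to 1.16. The exact permutation test of the NC arrays against the other 15 gave p = 6.45e-05, two-sided, the smallest p that 5 arrays against 15 allow. Of the other labelling controls, Thr also had a higher ratio in the NC arrays, by 0.63 (exact p = 0.0011), while Phe with 0.15 (exact p = 0.255) and Lys with -0.11 (exact p = 0.291) did not set them apart.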

In the present study, therefore, we performed transcriptome analysis using a DNA microarray on the livers of mice fed normal chow (NC), CL diet (CL), CL containing 0.02% astaxanthin (CL + AX), or CL containing vitamin E (CL + VE) for 12 weeks. To elucidate the astaxanthin-affected gene expression profiles associated with NASH, we established which genes were differentially expressed between the NC and CL groups and between the CL and CL + AX groups using ANOVA followed by Welch’s *t*-test (*n* = 5, *p* < 0.05). This showed that 8848 genes were differentially expressed between the NC and CL groups. It is likely that these gene expressions were associated with NASH. Among these genes, 1137 were significantly up- or downregulated by astaxanthin; Table 1a shows the top five biological functions of these genes. 

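Macrophage, chemokine and fibrosis genes rose in the CL livers relative to the NC livers, and genes of cholesterol synthesis fell. Mmp12, the macrophage metalloelastase, rose by a log2 fold change of 6.17 (SE 0.80, adjusted p = 1.23e-05), Gpnmb, a glycoprotein of lipid-laden macrophages, by 5.36 (SE 0.69, adjusted p = 1.24e-05) and Ccl2, a chemokine that attracts monocytes, by 4.65 (SE 0.51, adjusted p = 2.16e-06), and for each of these genes every CL mouse lay above every NC mouse. Their mean log2 signals in NC, 1.55, 3.51 and 0.73, are dim for these arrays, so the sizes of these 3 rises are imprecise. Of 22 macrophage and Kupffer cell markers, 19 rose and none fell, with a median of 2.30 (20 rose when adjusted over the list alone), among them Lyz2, the lysozyme of macrophages, by 3.41 (SE 0.37). Of 33 genes of inflammatory cytokines and chemokines, 24 rose and none fell, with a median of 1.33 (26 rose when adjusted over the list alone), among them Ccr2, the receptor for Ccl2, by 2.99 (SE 0.35, log2 signal 2.06 in NC replicate 3 and 3.62 to 3.90 in the other NC mice) and Cxcl10, an interferon-induced chemokine, by 2.01 (SE 0.26, log2 signal 4.35 in NC replicate 3 and 5.34 to 5.57 in the other NC mice). Of 25 fibrosis and stellate cell markers, 20 rose and none fell, with a median of 1.28 (22 rose when adjusted over the list alone, list score 8.30 in CL replicate 2 and 7.25 to 7.50 in the other CL mice), among them Col14a1, a fibril-associated collagen, by 1.76 (SE 0.18) and Vim, an intermediate filament of mesenchymal cells, by 2.04 (SE 0.27). Ptprc, the common antigen of leukocytes, rose by 2.02 (SE 0.26) and Klrd1, a receptor of NK cells, by 2.27 (SE 0.34), and with them 9 of 19 lymphocyte markers (11 when adjusted over the list alone), with a median of 1.49. Endothelial cell markers had a median of 0.68, and 7 of 12 rose (9 when adjusted over the list alone). The set test camera called these 5 lists, with an adjusted p of 2.16e-15 for macrophages, 2.36e-13 for cytokines, 1.73e-10 for fibrosis, 7.93e-05 for lymphocytes and 2.74e-05 for endothelial cells. None held with an estimated correlation, where the adjusted p = 0.0921, 0.052, 0.164, 0.161 and 0.164 in the same order.
Genes of cholesterol synthesis moved the other way. Of 20 genes of cholesterol synthesis and SREBF2 targets, 17 fell and none rose (17 also when adjusted over the list alone), with a median of -1.26 (camera adjusted p = 2.29e-19, adjusted p = 0.00208 with an estimated correlation). Idi1, an isomerase of isoprenoid synthesis, fell by 2.83 (SE 0.18), Cyp51, the lanosterol demethylase, by 2.31 (SE 0.16, log2 signal 9.07 in NC replicate 2 and 8.23 to 8.46 in the other NC mice) and Sqle, squalene epoxidase, by 2.96 (SE 0.29). In fatty acid synthesis, 8 of 19 genes fell and 2 rose (9 and 3 when adjusted over the list alone), with a median of -0.17 (camera adjusted p = 0.0126, adjusted p = 0.0551 with an estimated correlation) and -0.33 with 1 factor per array. Me1, the cytosolic malic enzyme, fell by 1.23 (SE 0.15), while Srebf1, a transcription factor of lipogenesis, rose by 1.42 (SE 0.19). Among 23 genes of bile acid synthesis and transport, 7 rose and 5 fell (8 and 5 when adjusted over the list alone), with a median of 0.13 (camera adjusted p = 0.264) and -0.063 with 1 factor per array. Cyp8b1 fell by 2.71 (SE 0.28) and Cyp7a1 fell by 2.69 (SE 0.54, log2 signal 5.80 in CL replicate 2 and 8.29 to 8.82 in the other CL mice), both enzymes of bile acid synthesis, and Abcg5 and Abcg8, which together export sterols, rose by 1.41 (SE 0.19) and 1.16 (SE 0.17).
In all, 7910 of 45037 probe sets, which name 5308 genes, differed between CL and NC at an adjusted p under 0.05, 4178 of them higher and 3732 lower in CL. The higher ones were 52.8% of them, against 95.9% without scaling, 41.6% with median centring and 62.9% with trimmed-mean scaling. The methods' t-test with the Benjamini-Hochberg adjustment gave 3444. The log2 3'/5' ratio of Gapdh, a sign of RNA quality, moved with these groups, from 0.57 ± 0.14 (SD, n = 5) in the NC livers to -0.17 ± 0.062 in the CL livers, as did that of Actb, from 1.66 ± 0.17 to 1.14 ± 0.086, and the log2 signal of 18S rRNA, from 8.75 ± 0.60 to 11.84 ± 0.49.

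**Figure D1:**
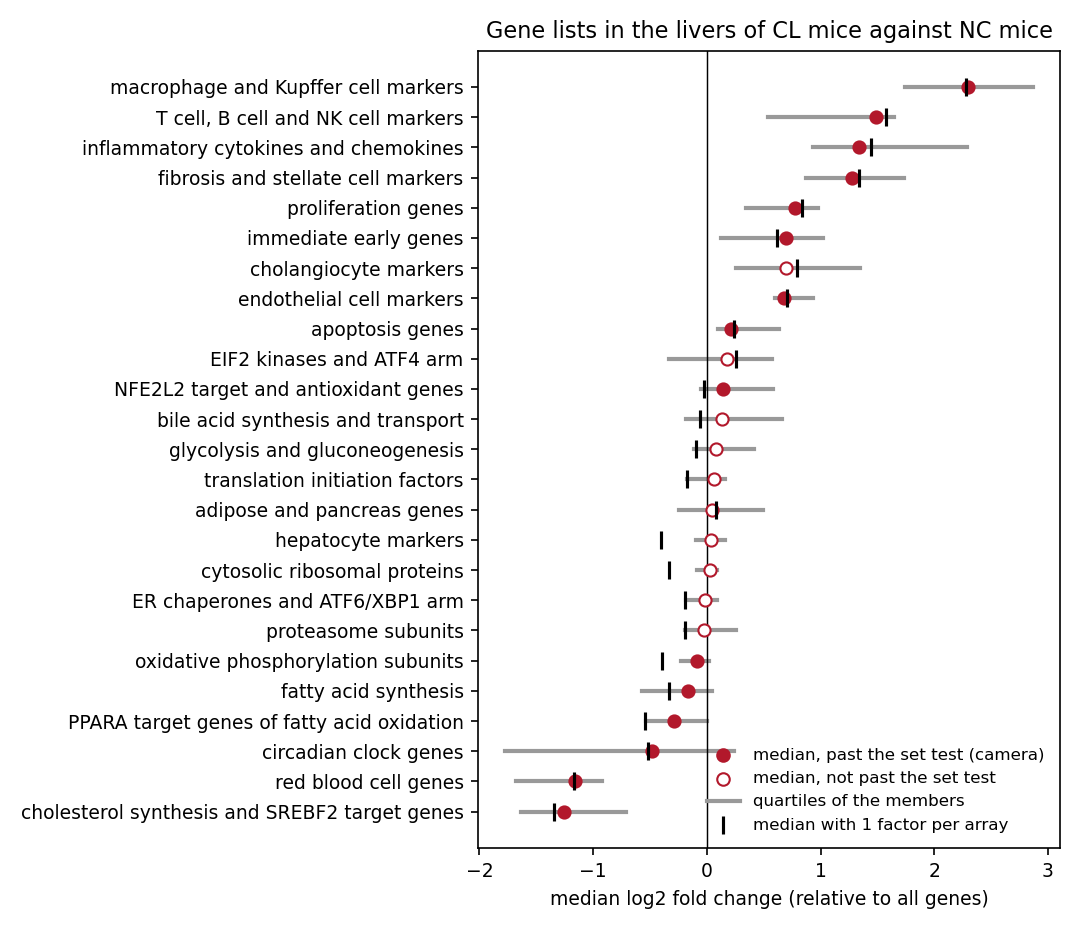
Median log2 fold change of each gene list between CL and NC (horizontal axis, relative to the median of all genes), with bars over the interquartile range of its members. Macrophage markers lie at 2.30 and cholesterol synthesis at -1.26, while ribosomal proteins at 0.024 and hepatocyte markers at 0.033 move to -0.34 and -0.40 with 1 factor per array.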

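No gene changed between CL + AX and CL at an adjusted p under 0.05 from limma. Among the genes with the smallest p values, Nrd1, a metalloendopeptidase, had a log2 fold change of 0.37 (SE 0.063, adjusted p = 0.177, 1 of 2 probe sets with this sign) and Arcn1, the delta subunit of the coatomer coat of secretory vesicles, of 0.35 (SE 0.068, adjusted p = 0.254, 2 of 3 probe sets with this sign). Plpp3, a phospholipid phosphatase, had -0.44 (SE 0.093, adjusted p = 0.254), Dnajb4, a co-chaperone of the HSP40 family, -0.40 (SE 0.084, adjusted p = 0.254) and Fggy, a carbohydrate kinase, -0.42 (SE 0.090, adjusted p = 0.254). A single probe set that names no gene passed, with 0.75 (SE 0.11, adjusted p = 0.0461), and it was singled out after its values were seen. At an unadjusted p under 0.05, 1622 probe sets were higher and 1622 lower, and the methods' t-test gave 3261 unadjusted and 0 with the Benjamini-Hochberg adjustment. The CL + AX mice lay wholly above or below the CL mice in 1.71% of probe sets, against 0.794% by chance.
Of 19 genes of fatty acid synthesis, 2 were lower and none higher at an unadjusted p under 0.05 (1 when adjusted over the list alone). Dgat2, which makes triacylglycerol, had -0.24 (SE 0.069, adjusted p = 0.395) and Thrsp, a regulator of lipogenesis, -1.08 (SE 0.38, adjusted p = 0.521), and the list's median was -0.026 (camera adjusted p = 0.428, but called as lower with median centring at adjusted p = 0.0122) and -0.091 with 1 factor per array. Bile acid genes had a median of -0.10 (camera adjusted p = 0.101, but called as lower without scaling at adjusted p = 0.0467, with median centring at adjusted p = 0.00389 and with trimmed-mean scaling at adjusted p = 0.011, and called in 2 of 20 fits without 1 array, medians -0.16 to -0.058, adjusted p down to 0.00164) and -0.18 with 1 factor per array, with 1 of 23 lower at an unadjusted p under 0.05, Cyp8b1 with -0.73 (SE 0.28). The median of the 20 cholesterol synthesis genes was -0.020 (camera adjusted p = 0.777) and -0.0063 with 1 factor per array, with Nsdhl, a sterol dehydrogenase, at 0.33 (SE 0.13).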

Astaxanthin changed the expression of genes associated with cell death and inflammation in the livers of mice with diet-induced NASH. 

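Inflammatory genes were not called as lower in the CL + AX livers than in the CL livers, and the genes of cell death went in both directions. Of 33 genes of inflammatory cytokines and chemokines, 2 were higher and none lower at an unadjusted p under 0.05 and none passed limma's adjusted p. Their median was 0.22 (camera adjusted p = 0.0448, adjusted p = 0.765 with an estimated correlation, but not called without scaling at adjusted p = 0.233 or with trimmed-mean scaling at adjusted p = 0.0629, and not called in 9 of 20 fits without 1 array, medians 0.14 to 0.34, adjusted p up to 0.359). Nfkbiz, a nuclear regulator of NF-kB, had a log2 fold change of 0.49 (SE 0.22, adjusted p = 0.663, 2 of 3 probe sets with this sign) and Cxcl1, a chemokine for neutrophils, of 0.90 (SE 0.42, adjusted p = 0.679). The 22 macrophage markers had a median of 0.14 (camera adjusted p = 0.428, but called in 2 of 20 fits without 1 array, medians 0.021 to 0.34, adjusted p down to 0.00575), the 25 fibrosis markers of 0.036 (camera adjusted p = 0.986, but called in 1 of 20 fits without 1 array, medians -0.14 to 0.26, adjusted p down to 0.0488) and 0.00040 with 1 factor per array and the 19 lymphocyte markers of -0.00040 (camera adjusted p = 0.981, upward, mean 0.0039) and -0.026 with 1 factor per array. Col1a1, the main fibrillar collagen, had 0.64 (SE 0.38) and Lrat, which stores retinol in stellate cells, -0.42 (SE 0.20). Endothelial markers had the lowest median of these groups, -0.26 (camera adjusted p = 0.023, adjusted p = 0.765 with an estimated correlation, and not called in 5 of 20 fits without 1 array, medians -0.29 to -0.18, adjusted p up to 0.142), with Emcn, a sialomucin of endothelial cells, at -0.68 (SE 0.30) and Clec4g, a lectin of sinusoidal endothelium, at -0.35 (SE 0.17).
Among 24 apoptosis genes, 1 was higher and 2 lower at an unadjusted p under 0.05, none when adjusted over the list alone, and the median was 0.044 (camera adjusted p = 0.43). Casp6, an effector caspase, had -0.31 (SE 0.11, 1 of 2 probe sets with this sign), Bcl2l1, an inhibitor of apoptosis, 0.25 (SE 0.11, 3 of 4 probe sets with this sign, log2 signal 7.36 in CL + AX replicate 1 and 7.78 to 7.94 in the other CL + AX mice) and Casp8, the initiator caspase of death receptors, -0.22 (SE 0.10).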

In 738 of these 1137 genes, astaxanthin resulted in expression levels closer to those of the NC group, i.e., the expression was considered to have improved. 

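Several genes that differed between CL and NC had CL + AX means nearer to NC, and others had means farther away. Maf, a transcription factor of macrophages and lymphocytes, rose by 1.35 (SE 0.10, 5 of 6 probe sets with this sign) in CL, and its log2 fold change from CL to CL + AX was -0.27 (SE 0.10). Apex1, a DNA repair endonuclease, fell by 0.67 (SE 0.094) in CL and had 0.33 (SE 0.094) with astaxanthin. Lipg, an endothelial lipase, fell by 2.10 (SE 0.21, log2 signal 6.49 in CL replicate 4 and 5.41 to 5.68 in the other CL mice) in CL and had -0.74 (SE 0.21, 2 of 3 probe sets with this sign) with astaxanthin, farther from NC, and Ifngr1, the receptor of interferon gamma, rose by 0.61 (SE 0.12) in CL and had 0.46 (SE 0.12) with astaxanthin, also farther from NC.
Of the probe sets past an adjusted p of 0.05 between CL and NC, 1023 had an unadjusted p under 0.05 between CL + AX and CL, 581 higher and 442 lower with astaxanthin. The CL + AX mean lay nearer to NC for 804 of them, 78.6% (74.0 to 85.2% when single arrays are left out), namely 498 of the higher and 306 of the lower ones. Both steps use the same CL arrays, and simulated data without any effect of astaxanthin gave 79.0% (76.0 to 83.2 in 100 simulations). The noise was drawn for each probe set alone, so this range leaves out the correlation between probe sets and is too narrow as a spread by chance. The simulations do not match the data in every count, with 11123 probe sets in the first step, where 7910 were observed, and 754 (682 to 826) in both steps, where 1023 were. With separate CL arrays for each step, the share was 56.2% (median of 20 ways, 33.9 to 75.7), and it was 33.5% without scaling, 43.6% with median centring and 74.7% with trimmed-mean scaling.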

Figure 2a,c show the top five canonical pathways of the genes whose expressions were significantly altered and significantly improved, respectively, by astaxanthin. Astaxanthin improved the expression of genes associated with the signaling of EIF2, which is required for the initiation of protein translation and is involved in the response to ER stress (Figure 2c and Figure S1). 

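Genes of ribosomal proteins and initiation factors had small log2 fold changes between CL + AX and CL, mostly above 0, and none passed limma's adjusted p. Of 46 cytosolic ribosomal proteins, 6 were higher and none lower at an unadjusted p under 0.05 (1 when adjusted over the list alone). Rpl37 had 0.47 (SE 0.12, adjusted p = 0.315, log2 signal 9.63 in CL + AX replicate 2 and 9.26 to 9.35 in the other CL + AX mice), Rps24 0.20 (SE 0.063, adjusted p = 0.47) and Rpl13a 0.16 (SE 0.055, adjusted p = 0.512). The list's median was 0.050 (camera adjusted p = 0.00349, adjusted p = 0.765 with an estimated correlation, but called as lower with median centring at adjusted p = 0.00169, and not called with trimmed-mean scaling at adjusted p = 0.783, and not called in 1 of 20 fits without 1 array, medians 0.025 to 0.073, adjusted p up to 0.0523) and -0.040 with 1 factor per array. Among 32 translation initiation factors, 5 were higher and 1 lower at an unadjusted p under 0.05 (2 higher when adjusted over the list alone), with a median of 0.015 (camera adjusted p = 0.428, but called as lower with median centring at adjusted p = 0.00164) and -0.053 with 1 factor per array. Eif3b, a scaffold subunit of the EIF3 complex, had 0.29 (SE 0.073) and Eif4h, a cofactor of the EIF4A helicase, 0.17 (SE 0.052, 4 of 6 probe sets with this sign). In the arm of the ER stress response around the EIF2 kinases and ATF4, 1 of 21 genes was higher at an unadjusted p under 0.05, Phgdh, an enzyme of serine synthesis, with 1.19 (SE 0.43). The list's median was 0.018 (camera adjusted p = 0.43) and -0.0013 with 1 factor per array, and Eif2ak3, the kinase PERK, had -0.16 (SE 0.16). Of 30 ER chaperones and genes of the ATF6/XBP1 arm, 4 were higher and 1 lower at an unadjusted p under 0.05, none when adjusted over the list alone, with a median of 0.062 (camera adjusted p = 0.192, but called in 3 of 20 fits without 1 array, medians 0.0037 to 0.12, adjusted p down to 0.00516) and -0.0098 with 1 factor per array. Wfs1, an ER membrane protein, had 0.42 (SE 0.14) and Canx, a chaperone of glycoproteins, 0.17 (SE 0.072). Akt2, a kinase of insulin signaling upstream of mTOR, had 0.17 (SE 0.067, adjusted p = 0.59, 1 of 3 probe sets with this sign).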

We confirmed that astaxanthin increased mRNA expression of the target molecules of EIF2 signaling, such as *Akt2*, by quantitative real-time PCR (qPCR) (Figure 3). 

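Mtor, the kinase of the mTOR complexes, had log2 fold changes near 0 in both comparisons, -0.11 (SE 0.080, adjusted p = 0.422) between CL and NC and 0.0022 (SE 0.080, adjusted p = 0.999, 2 of 3 probe sets with this sign, log2 signal 8.52 in CL + AX replicate 5 and 8.65 to 8.68 in the other CL + AX mice) between CL + AX and CL. Genes of oxidative phosphorylation fell in CL, and single subunits of the proteasome, which degrades proteins, went both ways. Of 72 measured subunits of oxidative phosphorylation, 26 fell and 2 rose between CL and NC (31 and 2 when adjusted over the list alone), with a median of -0.090 (camera adjusted p = 6.94e-07, adjusted p = 0.164 with an estimated correlation) and -0.40 with 1 factor per array. Ndufa5, Ndufa2 and Ndufb3, subunits of complex I, fell by 0.57 (SE 0.066, log2 signal 11.04 in NC replicate 1 and 11.14 to 11.17 in the other NC mice), 0.44 (SE 0.060) and 0.45 (SE 0.066). From CL to CL + AX the list's median was -0.063 (camera adjusted p = 0.00847, adjusted p = 0.765 with an estimated correlation, and not called in 4 of 20 fits without 1 array, medians -0.072 to -0.038, adjusted p up to 0.142) and -0.14 with 1 factor per array. No member passed limma's adjusted p, over all probe sets or over the list alone, while 2 were higher and 3 lower at an unadjusted p under 0.05. Ndufa2 had 0.19 (SE 0.060) and Ndufab1, the mitochondrial acyl carrier protein, -0.16 (SE 0.062, 4 of 5 probe sets with this sign). The call on the list ended without scaling (camera adjusted p = 0.248). Of 34 proteasome subunits, 8 rose and 12 fell in CL relative to NC (10 and 13 when adjusted over the list alone), with a median of -0.021 (camera adjusted p = 0.391, but called as lower with median centring at adjusted p = 0.000124 and with trimmed-mean scaling at adjusted p = 0.00135) and -0.19 with 1 factor per array. Psmb3 fell by 0.55 (SE 0.074) and Psmb7 rose by 0.61 (SE 0.10). With astaxanthin the proteasome list had a median of -0.0096 (camera adjusted p = 0.963, mean 0.0037, but called as lower with median centring at adjusted p = 3.12e-05) and -0.077 with 1 factor per array, with 2 subunits lower at an unadjusted p under 0.05, Psmb6 with -0.14 (SE 0.058).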

Astaxanthin also improved signaling of the mammalian target of rapamycin (mTOR), which is involved in cell survival and proliferation, and other canonical pathways associated with protein degradation, cell death, and DNA damage, but not the pathway associated with mitochondrial dysfunction (Figure 2a,c and Figure S2). Additionally, qPCR results showed that astaxanthin decreased the mRNA expression of mitochondrial dysfunction related genes such as *Cpt1a* (Figure 3). 

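With vitamin E, most genes that had changed in CL and had an unadjusted p under 0.05 had means nearer to NC. Zfp36l2, a protein that destabilizes mRNA, rose by 1.10 (SE 0.19) between CL and NC and had a log2 fold change of -1.03 (SE 0.19, adjusted p = 0.121) between CL + VE and CL. For Maf the latter value was -0.55 (SE 0.10, adjusted p = 0.121, 4 of 6 probe sets with this sign). G0s2, an inhibitor of the lipase PNPLA2, had -1.24 (SE 0.25, adjusted p = 0.133) between CL + VE and CL, Timm44, a subunit of the mitochondrial protein import machinery, 0.39 (SE 0.078, adjusted p = 0.133) and Utp3, a factor of ribosome assembly, 0.52 (SE 0.11, adjusted p = 0.14). These genes are among those with the smallest p values, and no probe set passed an adjusted p under 0.05 from limma or from the methods' t-test with the Benjamini-Hochberg adjustment. At an unadjusted p under 0.05, limma gave 1675 higher and 1737 lower probe sets and the methods' t-test 3079 in all, against 2252 expected by chance for either.
Of the probe sets past an adjusted p of 0.05 between CL and NC, 1320 had an unadjusted p under 0.05 between CL + VE and CL, 791 higher and 529 lower with vitamin E. For 1277 of them, 96.7% (95.6 to 98.0% when single arrays are left out), the CL + VE mean lay nearer to NC. Simulated data without an effect of vitamin E gave 79.4% (75.3 to 83.5) of 750 probe sets (672 to 828), from 11123 in the first step against 7910 observed. That range too leaves out the correlation between probe sets and is too narrow as a spread by chance. Separate CL arrays for each step gave 89.7% (median of 20 ways, 76.8 to 97.7).

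**Figure D2:**
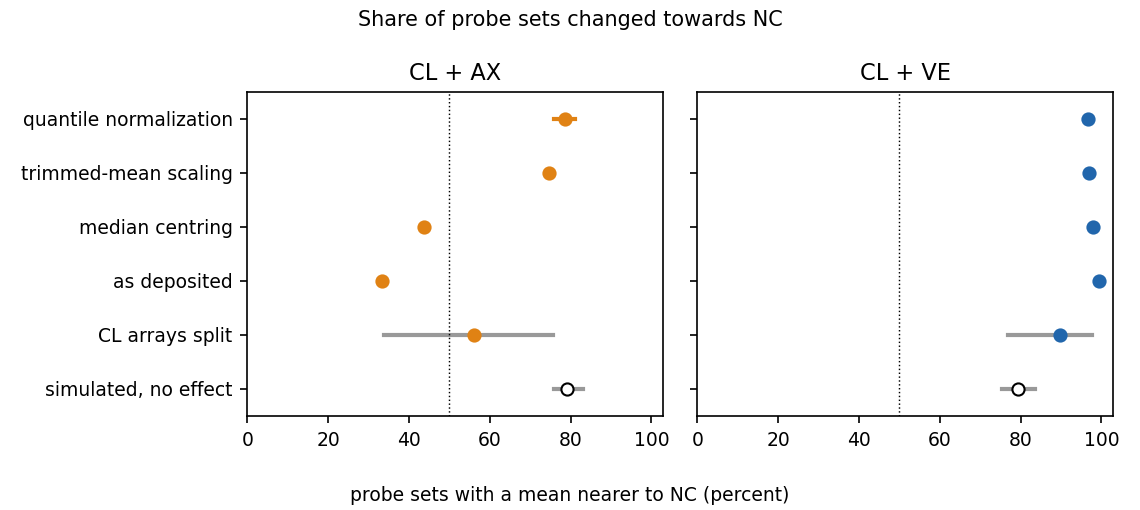
Share of probe sets (horizontal axis, percent) whose mean lies nearer to NC, for CL + AX and CL + VE. The probe sets differ between CL and NC and have an unadjusted p under 0.05 with the supplement. The vertical axis lists the share as observed, simulated without an effect (median and range) and with separate CL arrays (median and range). It also lists trimmed-mean scaling, median centring and the signals as deposited. For CL + AX the share is 43.6% with median centring and 33.5% as deposited, and higher with trimmed-mean scaling. The observed share is 78.6% for CL + AX and 96.7% for CL + VE, and the simulated medians are 79.0% and 79.4%. The simulated ranges leave out the correlation between probe sets.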

Vitamin E significantly altered the expression of 1397 genes, expressed differentially between the NC and CL groups, with the expression levels of 1330 of these genes improved to levels closer to those of the NC group. 

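Immediate early genes and inflammatory cytokines were lower as groups in the CL + VE livers than in the CL livers by the set test camera with its preset correlation alone, whereas camera did not call the lipid lists, and no single member passed limma's adjusted p over all probe sets. Of 18 immediate early genes, which respond to stimuli within minutes, 5 were lower and none higher at an unadjusted p under 0.05 (2 when adjusted over the list alone), with a median of -0.53 (camera adjusted p = 2.87e-05, adjusted p = 0.985 with an estimated correlation, list score 6.96 in CL replicate 1 and 7.88 to 8.22 in the other CL mice). Dusp1, a phosphatase of MAP kinases, had a log2 fold change of -1.27 (SE 0.35, adjusted p = 0.293, log2 signal 10.55 in CL replicate 1 and 11.34 to 11.51 in the other CL mice) and Fos, a subunit of the transcription factor AP-1, of -2.48 (SE 0.74, adjusted p = 0.343). In the list of 33 cytokines and chemokines, 2 were lower and none higher at an unadjusted p under 0.05 (1 when adjusted over the list alone), with a median of -0.20 (camera adjusted p = 0.00599, adjusted p = 0.985 with an estimated correlation, but not called without scaling at adjusted p = 0.198, and not called in 3 of 20 fits without 1 array, medians -0.30 to -0.056, adjusted p up to 0.543), and Il1b, the inflammatory cytokine interleukin 1 beta, had -0.79 (SE 0.20, adjusted p = 0.231). Macrophage markers had a median of -0.13 (camera adjusted p = 0.221, but called as lower with median centring at adjusted p = 0.0469, and called in 4 of 20 fits without 1 array, medians -0.32 to 0.067, adjusted p down to 0.00172), fibrosis markers of -0.17 (camera adjusted p = 0.229, but called as lower with median centring at adjusted p = 0.0469, and called in 3 of 20 fits without 1 array, medians -0.49 to 0.049, adjusted p down to 2.66e-06, list score 8.44 in CL + VE replicate 5 and 7.01 to 7.42 in the other CL + VE mice) and lymphocyte markers of -0.22 (camera adjusted p = 0.931). The log2 3'/5' ratio of Actb, a sign of RNA quality, moved with these groups by 0.28 (exact permutation p = 0.00794), and the median signal of an array by -3.90 (exact permutation p = 0.0317).
Among 24 apoptosis genes, 2 were higher and 1 lower at an unadjusted p under 0.05, none when adjusted over the list alone, with a median of -0.083 (camera adjusted p = 0.976) and -0.051 with 1 factor per array. Diablo, which releases caspases from inhibition, had 0.25 (SE 0.074, 1 of 2 probe sets with this sign) and Bak1, which opens the outer mitochondrial membrane, 0.35 (SE 0.16). For 20 cholesterol synthesis genes the median was -0.055 (camera adjusted p = 0.976, mean 0.0036), with 2 higher at an unadjusted p under 0.05, and for 19 fatty acid synthesis genes -0.025 (camera adjusted p = 0.976, upward, mean 0.044) and 0.029 with 1 factor per array, also with 2 higher. Nsdhl had 0.33 (SE 0.13) and Acaca, the carboxylase that commits carbon to fatty acid synthesis, 0.36 (SE 0.13, 1 of 2 probe sets with this sign). Bile acid genes had a median of 0.0061 (camera adjusted p = 0.976, list score 9.90 in CL + VE replicate 5 and 10.23 to 10.31 in the other CL + VE mice) and 0.071 with 1 factor per array, and 1 of 23 passed when adjusted over the list alone, Abcc3, a basolateral export pump, with 0.24 (SE 0.069, adjusted p = 0.318).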

Vitamin E altered the expression of genes associated with lipid metabolism and cell death in the livers of mice with CL diet-induced NASH (Table 1b). 

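Camera called no list of translation genes between CL + VE and CL under quantile normalization, and no member of the lists passed limma's adjusted p over all probe sets. Eif3a, the largest subunit of EIF3, had a log2 fold change of -0.35 (SE 0.10, adjusted p = 0.303), Pabpc1, a poly(A) binding protein, of -0.22 (SE 0.077, adjusted p = 0.465) and Rps15, a ribosomal protein, of 0.24 (SE 0.063, adjusted p = 0.272). Eif2ak1, a kinase of EIF2 that responds to heme, had 0.35 (SE 0.094, 3 of 5 probe sets with this sign) and Eif2ak3 -0.35 (SE 0.16, 2 of 3 probe sets with this sign, log2 signal 8.32 in CL + VE replicate 5 and 7.29 to 7.51 in the other CL + VE mice). Akt2 had 0.29 (SE 0.067, adjusted p = 0.19, 2 of 3 probe sets with this sign) and Mtor 0.022 (SE 0.080, 2 of 3 probe sets with this sign). At an unadjusted p under 0.05, 1 of 46 ribosomal proteins was higher and none lower, none when adjusted over the list alone, with a median of -0.029 (camera adjusted p = 0.976, upward, mean 0.010, but called as higher with median centring at adjusted p = 4.39e-08 and with trimmed-mean scaling at adjusted p = 8.94e-06) and 0.056 with 1 factor per array. Of 32 initiation factors 3 were higher and 3 lower (1 lower when adjusted over the list alone), with a median of -0.0088 (camera adjusted p = 0.976, upward, mean 0.013, but called as higher with median centring at adjusted p = 0.0469) and 0.014 with 1 factor per array. In the EIF2 kinase and ATF4 arm, 1 of 21 genes was higher and 2 were lower at an unadjusted p under 0.05 (1 higher when adjusted over the list alone), with a median of 0.0052 (camera adjusted p = 0.976, downward, mean -0.045, list score 7.23 in CL + VE replicate 5 and 6.71 to 6.83 in the other CL + VE mice) and -0.0079 with 1 factor per array. Fgf21, a hormone that ATF4 and PPARA induce, had -0.90 (SE 0.37). Among 30 ER chaperones and genes of the ATF6/XBP1 arm, 1 was higher and 2 were lower at an unadjusted p under 0.05, none when adjusted over the list alone, with a median of -0.028 (camera adjusted p = 0.976, mean 0.033) and 0.0041 with 1 factor per array. Derl1, a channel of ER protein export, had 0.35 (SE 0.10, 2 of 4 probe sets with this sign).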

As with astaxanthin, vitamin E improved EIF2 and mTOR signaling (Figure 2b,d). However, unlike astaxanthin, it also improved the expression of genes associated with mitochondrial dysfunction (Figure 2b,c and Figure S3).

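Subunits of oxidative phosphorylation were higher as a group in the CL + VE livers than in the CL livers and lower in the CL + AX livers than in the CL + VE livers by the set test camera, but neither with an estimated correlation (adjusted p = 0.985 and 0.464). Their mean log2 signal was 11.53 ± 0.015 (SD, n = 5) in the NC group, 11.39 ± 0.048 in the CL group, 11.35 ± 0.040 in the CL + AX group and 11.45 ± 0.039 in the CL + VE group. Of 72 subunits, 9 were higher and 2 lower between CL + VE and CL at an unadjusted p under 0.05, and none passed limma's adjusted p, over all probe sets or over the list alone. Cyc1, cytochrome c1 of complex III, had a log2 fold change of 0.18 (SE 0.065, adjusted p = 0.465) and Ndufa2 of 0.16 (SE 0.060, adjusted p = 0.492). The median was 0.019 (camera adjusted p = 0.00191, adjusted p = 0.985 with an estimated correlation, and not called in 1 of 20 fits without 1 array, medians 0.0084 to 0.034, adjusted p up to 0.263) and 0.10 with 1 factor per array. Between CL + AX and CL + VE, 25 subunits were lower and 1 higher at an unadjusted p under 0.05 (8 lower when adjusted over the list alone, none over all probe sets), with a median of -0.069 (camera adjusted p = 3.93e-09, adjusted p = 0.464 with an estimated correlation) and -0.23 with 1 factor per array. Values were below 0 for 61 of the 72 subunits, with Ndufb3 at -0.29 (SE 0.066, adjusted p = 0.158) and Cox5b, a subunit of complex IV, at -0.19 (SE 0.051, adjusted p = 0.225, 4 of 6 probe sets with this sign). Without scaling, camera did not call the second comparison (adjusted p = 0.6) and turned downward in the first (adjusted p = 0.566). The log2 3'/5' ratio of Actb, a sign of RNA quality, was 1.43 ± 0.082 (SD, n = 5) in the CL + VE group, above the CL group by 0.28 (exact permutation test, p = 0.00794, two-sided, the smallest that 5 against 5 allow).

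**Figure D3:**
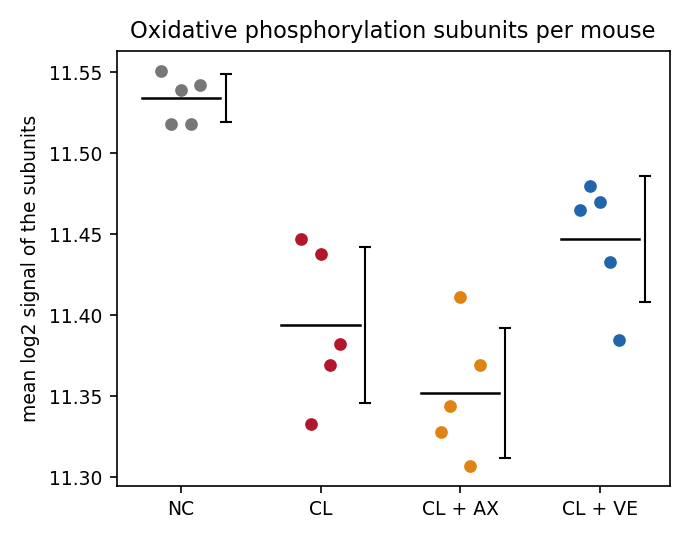
Mean log2 signal of the 72 oxidative phosphorylation subunits in each mouse (vertical axis), by group, with the group mean and SD. The NC mice average 11.53, and the CL + VE mean of 11.45 lies above the CL + AX mean of 11.35.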

### 2.2. Astaxanthin Was Predicted to Affect the Ligand-Dependent Nuclear Receptors Peroxisome Proliferator-Activated Receptors δ and α and Retinoid X Receptor α in the Livers of Mice with CL Diet-Induced NASH

The upstream regulator analysis of the genes whose expression was altered by astaxanthin or vitamin E indicated that astaxanthin, but not vitamin E, was predicted to inhibit the actions of the ligand-dependent unclear receptors PPARδ (PPARD), PPARα (PPARA), and retinoid X receptor (RXR) α (RXRA) in the livers of mice with diet-induced NASH (Table 2 and Table 3). 

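The genes for the receptors themselves did not change at an adjusted p under 0.05 with either supplement. Ppard, the nuclear receptor PPARδ, had a log2 fold change of -0.32 (SE 0.22, adjusted p = 0.831) between CL + AX and CL and of 0.029 (SE 0.22, adjusted p = 0.991) between CL + VE and CL. Rxra, the partner of the PPARs in DNA binding, had 0.12 (SE 0.067, adjusted p = 0.766) and 0.20 (SE 0.067, adjusted p = 0.428, 2 of 3 probe sets with this sign). The targets of PPARD named in Table 2 were lower with astaxanthin in number rather than in single tests. All 9 measured targets had values below the median of all genes between CL + AX and CL, 5 of them at an unadjusted p under 0.05, none at limma's adjusted p and 4 when adjusted over the list alone. Mfsd2a, a transporter of lysophospholipids, had -0.79 (SE 0.20) and Det1, a subunit of a ubiquitin ligase, -0.39 (SE 0.14). Between CL + VE and CL, 5 of the 9 targets lay below that median (3 with 1 factor per array), and none had an unadjusted p under 0.05. In the direct comparison of CL + AX with CL + VE, all 9 lay below it, 3 at an unadjusted p under 0.05 and 2 when adjusted over the list alone. For RXRA, 3 of 4 targets lay below the median with astaxanthin (1 lower when adjusted over the list alone), 2 of 4 with vitamin E (1 with 1 factor per array) and 3 of 4 in the direct comparison (2 lower when adjusted over the list alone). Gpt, an aminotransferase, had -0.38 (SE 0.12) with astaxanthin and Aldh1a1, a retinal dehydrogenase, -0.18 (SE 0.083). The study chose these targets on these samples, so the counts are not independent evidence of their direction. The paper's prediction that these receptors are inhibited with astaxanthin and not with vitamin E rests on the targets that differ in each group, and the paper proposes that astaxanthin may act on PPARA itself.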

Figure 4 shows PPARA and the target molecules in the dataset of genes regulated by astaxanthin. 

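Ppara, the receptor that induces fatty acid oxidation, fell by a log2 fold change of 0.43 (SE 0.10, adjusted p = 0.00527) between CL and NC. From CL to CL + AX it had -0.28 (SE 0.10, adjusted p = 0.563) and from CL to CL + VE -0.26 (SE 0.10, adjusted p = 0.565), and the direct difference between the supplements was -0.021 (SE 0.10, adjusted p = 0.98, 2 of 3 probe sets with this sign). Of the targets that Table 2 names for it, 27 were measured, and 23 lay below the median of all genes between CL + AX and CL (10 lower and 1 higher at an unadjusted p under 0.05, and 6 and 1 when adjusted over the list alone). Pbld1 had -0.33 (SE 0.090), Hsd17b10, a mitochondrial dehydrogenase, -0.39 (SE 0.13), Cpt1a, the carnitine palmitoyltransferase of mitochondrial fatty acid import, -0.14 (SE 0.11, 1 of 3 probe sets with this sign) and Adtrp, a hydrolase of fatty acid esters, -0.32 (SE 0.10). With vitamin E, 20 lay below that median (9 with 1 factor per array). Between CL + AX and CL + VE, 21 lay below it, 8 of them when adjusted over the list alone, and Acads, an acyl-CoA dehydrogenase, had -0.26 (SE 0.065). These targets were chosen by the study on these samples, and their counts are not independent evidence. A list of 35 PPARA targets of fatty acid oxidation, fixed without these data, had a median with astaxanthin of -0.027 (camera adjusted p = 0.43, mean 0.00024, but called as lower with median centring at adjusted p = 3.12e-05 and with trimmed-mean scaling at adjusted p = 0.00981, and called in 1 of 20 fits without 1 array, medians -0.073 to -0.014, adjusted p down to 0.0314) and -0.11 with 1 factor per array, with 3 lower and none higher at an unadjusted p under 0.05 and none past limma's adjusted p, over all probe sets or over the list alone. Eci1, an isomerase of fatty acid oxidation, had -0.21 (SE 0.10). With vitamin E the median of that list was -0.011 (camera adjusted p = 0.976, but called as higher with median centring at adjusted p = 0.0365) and 0.058 with 1 factor per array, with 3 higher and 4 lower at an unadjusted p under 0.05 and none when adjusted over the list alone, and between the supplements it was 0.0023 (camera adjusted p = 0.814, downward, but called as lower with median centring at adjusted p = 7.16e-07 and with trimmed-mean scaling at adjusted p = 3.31e-05) and -0.18 with 1 factor per array, with 1 higher and 2 lower when adjusted over the list alone.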

Astaxanthin suppressed the expression of the ligand activated transcription factor PPARA and the target genes. Astaxanthin was predicted to inhibit the action of triacylglycerol lipase patatin-like phospholipase domain containing 2 (PNPLA2), which has been shown to activate PPARA activity, and to activate promyelocytic leukemia protein (PML), which has been shown to alter PPAR target genes. 

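Pnpla2, the lipase that releases fatty acids from triacylglycerol, fell by a log2 fold change of 0.86 (SE 0.14, adjusted p = 0.000183, 1 of 2 probe sets with this sign) between CL and NC and had 0.38 (SE 0.14, adjusted p = 0.571, 1 of 2 probe sets with this sign) between CL + AX and CL. Pml, the gene for PML, had -0.049 (SE 0.16, adjusted p = 0.986, 2 of 3 probe sets with this sign). The 3 measured PNPLA2 targets of Table 2 all lay below the median of all genes with astaxanthin, 1 of them at an unadjusted p under 0.05 (1 when adjusted over the list alone). The 5 measured PML targets also lay below it, none at an unadjusted p under 0.05. With vitamin E, 3 of 3 PNPLA2 targets (2 with 1 factor per array) and 3 of 5 PML targets (1 with 1 factor per array) lay below it. Acadm, the medium-chain acyl-CoA dehydrogenase that both sets hold, had -0.093 (SE 0.061, adjusted p = 0.817) and Slc25a20, the mitochondrial carnitine carrier among the PML targets, -0.055 (SE 0.061, adjusted p = 0.926). No target passed limma's adjusted p over all probe sets, and since the study drew the targets from these samples, the counts are not independent evidence.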

The relationship among PNPLA2, PPARD, PPARA, and RXRA and the target molecules were shown in Figure 5. In addition, qPCR results confirmed that astaxanthin, but not vitamin E, decreased mRNA expression for PPARA- and PPARD-related molecules (Figure 3). It has been suggested that both astaxanthin and vitamin E would inhibit the inflammatory cytokine interleukin 6 (IL6), which was predicted to be activated in the livers of mice with NASH (Table 2, Table 3 and Table S1). 

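Il6, the gene for interleukin 6, had log2 fold changes of 0.56 (SE 1.00, adjusted p = 0.778, log2 signal -1.85 in CL replicate 5 and 2.78 to 3.54 in the other CL mice) between CL and NC, 0.80 (SE 1.00, adjusted p = 0.938) between CL + AX and CL and -0.12 (SE 1.00, adjusted p = 0.992, log2 signal -1.78 in CL + VE replicate 5 and 2.27 to 3.36 in the other CL + VE mice) between CL + VE and CL. Of 38 measured IL6 targets of Table S1, 23 rose and 5 fell between CL and NC (25 and 6 when adjusted over the list alone). Among them App, the amyloid precursor protein, rose by 0.94 (SE 0.11, 2 of 4 probe sets with this sign, log2 signal 10.53 in CL replicate 5 and 10.71 to 10.75 in the other CL mice). The mean of all probe sets of App was -0.55 (adjusted p = 0.23). With astaxanthin, 4 of 5 measured targets of Table 2 lay below the median of all genes (5 with 1 factor per array), 3 of them lower when adjusted over the list alone. Rora, a nuclear receptor of the clock, had -0.20 (SE 0.068, 5 of 9 probe sets with this sign) and Smad7, an inhibitor of TGF-beta signaling, -0.54 (SE 0.19, 1 of 2 probe sets with this sign). With vitamin E, 5 of 6 targets of Table 3 lay below it, with 2 lower and 1 higher when adjusted over the list alone, and F3, the tissue factor of coagulation, had -0.66 (SE 0.30). Of the targets of Table S1, 16 of 38 lay below that median with astaxanthin (19 with 1 factor per array) and 26 with vitamin E. No target passed limma's adjusted p over all probe sets with either supplement. The study chose these targets on these samples, which leaves their counts without independent weight as evidence.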

The mTOR complex 2 component, rapamycin-insensitive companion of mTOR (RICTOR), was predicted to be activated by astaxanthin in the livers of mice with NASH and inhibited by vitamin E (Table 2, Table 3 and Table S1, and Figure S3). 

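Rictor, the defining subunit of mTOR complex 2, had log2 fold changes of 0.038 (SE 0.10, adjusted p = 0.976) between CL + AX and CL and 0.0018 (SE 0.10, adjusted p = 0.998, 3 of 5 probe sets with this sign) between CL + VE and CL. Its targets in Table 2 and Table 3 are mostly subunits of oxidative phosphorylation and of the V-ATPase, which pumps protons, of the proteasome and of the ribosome. With astaxanthin, 12 of 16 measured oxidative phosphorylation and V-ATPase targets of Table 2 lay below the median of all genes (2 higher and none lower when adjusted over the list alone), as did 6 of 7 proteasome targets (1 lower when adjusted over the list alone). Of 9 ribosomal targets 6 lay above it (4 with 1 factor per array), 2 of them higher when adjusted over the list alone. Atp6v1d, a V-ATPase subunit, had 0.33 (SE 0.093) and Psmb1, a proteasome subunit, -0.21 (SE 0.064, 1 of 3 probe sets with this sign). With vitamin E, 15 of 16 oxidative phosphorylation and V-ATPase targets of Table 3 lay above the median, 7 at an unadjusted p under 0.05, and so did 3 of 4 proteasome and 11 of 14 ribosomal targets (1 of each set higher when adjusted over the list alone). Psmb3 had 0.22 (SE 0.074) and Rpsa, a ribosomal protein that also binds laminin, 0.16 (SE 0.087, 1 of 2 probe sets with this sign). Between CL and NC, 11 of these 16 oxidative phosphorylation and V-ATPase targets fell and 2 rose, 3 of the 4 proteasome targets fell and 3 of the 14 ribosomal targets fell (14, 3 and 3 fell when adjusted over the list alone). As the study selected the targets in these samples, their counts are not independent evidence, and no target passed limma's adjusted p over all probe sets with either supplement.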

ER to nucleus signaling 1 (ERN1) activated by ER stress, Ikaros family zinc finger 1 (IKZF1) related to lymphoid differentiation, and CD28 expressed on T cells were predicted to be activated by astaxanthin (Table 2). 

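Ern1, the ER stress sensor IRE1, had a log2 fold change of 0.10 (SE 0.14, adjusted p = 0.947, 3 of 5 probe sets with this sign) between CL + AX and CL, Ikzf1, a transcription factor of lymphoid cells, of -0.037 (SE 0.24, adjusted p = 0.996) and Cd28, a costimulatory receptor of T cells, of 0.30 (SE 0.50, adjusted p = 0.959). Of 9 measured ERN1 targets of Table 2, 4 lay above and 5 below the median of all genes (3 higher and 3 lower when adjusted over the list alone). Srpr, the receptor of the signal recognition particle, had 0.25 (SE 0.093, 1 of 2 probe sets with this sign) and Fitm2, which partitions fat into droplets, -0.22 (SE 0.085). All 3 IKZF1 targets lay below it, none at an unadjusted p under 0.05, with Sulf2, a sulfatase of the cell surface, at -0.34 (SE 0.18). Among the CD28 targets, 6 of 7 lay below it, with 4 lower and 1 higher when adjusted over the list alone. The study chose the targets on these samples, so the counts are not independent evidence, and none passed limma's adjusted p over all probe sets.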

Aryl hydrocarbon receptor nuclear translocator (ARNT) and nuclear factor (erythroid-derived 2)-like 2 (NFE2L2) were predicted to be activated in CL diet-induced NASH and inhibited by vitamin E (Table 3 and Table S1).

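Nfe2l2, the regulator of antioxidant genes, rose by a log2 fold change of 0.90 (SE 0.12, adjusted p = 2.23e-05) between CL and NC and had -0.21 (SE 0.12, adjusted p = 0.737, 1 of 2 probe sets with this sign) between CL + VE and CL. Arnt, a partner of the aryl hydrocarbon receptor and of hypoxia-inducible factors, fell by 0.48 (SE 0.16, adjusted p = 0.0356, 4 of 5 probe sets with this sign) between CL and NC and had 0.32 (SE 0.16, adjusted p = 0.672, 4 of 5 probe sets with this sign) with vitamin E. Of 31 measured NFE2L2 targets of Table 3, 9 fell and 4 rose between CL and NC (13 and 4 when adjusted over the list alone). Clpp, a mitochondrial protease, fell by 0.57 (SE 0.070) and Serinc3, a membrane protein, rose by 0.53 (SE 0.070). With vitamin E, 19 of the 31 lay above the median of all genes, with 10 higher and 1 lower at an unadjusted p under 0.05 (2 and 1 when adjusted over the list alone), and S100a13, a calcium binding protein, had 0.29 (SE 0.080). The 2 measured ARNT targets, the glycolytic enzymes Pgk1 and Tpi1, had 0.19 (SE 0.066, 2 of 3 probe sets with this sign, log2 signal 11.69 in CL replicate 3 and 11.41 to 11.48 in the other CL mice) and 0.066 (SE 0.069) with vitamin E (1 higher when adjusted over the list alone), and Pgk1 fell by 0.42 (SE 0.066) in CL. These targets were picked by the study in these samples, so their counts are not independent evidence. None passed limma's adjusted p over all probe sets with vitamin E. With vitamin E, a list of 28 NFE2L2 target and antioxidant genes fixed without these data had a median of 0.0048 (camera adjusted p = 0.976, but called as higher with median centring at adjusted p = 0.0365) and 0.072 with 1 factor per array, with 1 higher and 1 lower at an unadjusted p under 0.05 (1 lower when adjusted over the list alone, Gclm, which makes glutathione, with -0.36 (SE 0.088)). Between CL and NC, 10 of these genes rose and 2 fell (10 and 4 when adjusted over the list alone), with a median of 0.14 (camera adjusted p = 0.0281, adjusted p = 0.36 with an estimated correlation, but not called without scaling at adjusted p = 0.075, with median centring at adjusted p = 0.651 or with trimmed-mean scaling at adjusted p = 0.907, and not called in 1 of 20 fits without 1 array, medians 0.11 to 0.20, adjusted p up to 0.0511) and -0.029 with 1 factor per array. Hmox1, heme oxygenase, rose by 1.64 (SE 0.23).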

## 3. Discussion

ER stress has been shown to play an important role in the development of steatosis and the progression of NASH [16]. Increased protein synthesis, lipogenesis, lipid transport, and gluconeogenesis disrupt ER homeostasis and the stress induces steatosis, inflammation, and apoptosis in the liver [16,17]. ER stress activates protein kinase RNA-like ER kinase, phosphorylates EIF2α, and inhibits EIF2α-mediated global protein translation. Pathway analysis showed that EIF2 signaling was inhibited in CL diet-induced NASH and improved by both astaxanthin and vitamin E. ER stress is closely related to oxidative stress in the development and progression of nonalcoholic fatty liver diseases (NAFLDs) and other diseases [18]. 

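Genes of translation and ER stress went in both directions between CL and NC. Asns, asparagine synthetase and a target of ATF4, fell by 3.55 (SE 0.41, adjusted p = 4.09e-06) on the log2 scale, Eif2ak1 fell by 0.75 (SE 0.094, adjusted p = 9.38e-06) and Eif2ak3, the kinase that ER stress activates, rose by 0.63 (SE 0.16, adjusted p = 0.00904). In the EIF2 kinase and ATF4 arm, 2 of 21 genes rose and 6 fell, the same when adjusted over the list alone, with a median of 0.17 (camera adjusted p = 0.521, downward, mean -0.054). Among 32 initiation factors 3 rose and 7 fell (4 and 10 when adjusted over the list alone), with a median of 0.061 (camera adjusted p = 0.521, downward, mean -0.033, but called as lower with median centring at adjusted p = 0.000542 and with trimmed-mean scaling at adjusted p = 0.00746) and -0.18 with 1 factor per array. Eif3k and Eif3d, subunits of EIF3, fell by 0.54 (SE 0.073) and 0.44 (SE 0.065). Of 46 ribosomal proteins, 2 rose and 7 fell, with the same counts over the list alone, among the latter Rps15 by 0.35 (SE 0.063, 1 of 2 probe sets with this sign). Their median was 0.024 (camera adjusted p = 0.345, downward, mean -0.060, but called as lower without scaling at adjusted p = 0.00773, with median centring at adjusted p = 1.74e-16 and with trimmed-mean scaling at adjusted p = 4.54e-15) and -0.34 with 1 factor per array. Of 30 ER chaperones and genes of the ATF6/XBP1 arm, 2 rose and 6 fell, the same over the list alone, with a median of -0.019 (camera adjusted p = 0.236, but called as lower with median centring at adjusted p = 0.00084 and with trimmed-mean scaling at adjusted p = 0.00335) and -0.19 with 1 factor per array. Calr, a chaperone that binds calcium, fell by 0.44 (SE 0.089) and Dnajc3, an inhibitor of EIF2 kinases, rose by 0.35 (SE 0.10, 4 of 5 probe sets with this sign).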

Astaxanthin has been reported to reduce ER stress along with a reduction in the activity of nuclear factor-κB (which increases the expression of inflammation genes) in the livers of high-fructose and high-fat diet-fed mice [19]. Astaxanthin is likely to directly or indirectly alleviate ER stress through antioxidant activity. As with vitamin E, astaxanthin significantly reduced the levels of the oxidative stress marker thiobarbituric acid reactive substances (TBARS) in the livers of mice with NASH [14]. Vitamin E has been used as a therapeutic component for NAFLD through its inhibition of reactive oxygen species production [13]. Our results suggested that vitamin E effectively reduced ER stress and improved EIF2 protein translation. 

PPARs regulate lipid and glucose metabolism in the liver. The expression of *Ppara*, which induces genes involved in mitochondrial fatty acid oxidation, is reduced in NAFLD [20]. The expression of *Ppara* negatively correlated with the severity of NASH in patients [21]. The selective PPARD ligand improves hepatic steatosis [20]. PPARD was predicted to be inhibited in the livers of mice with NASH (Supplemental Table S1). 

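Ppard had a log2 fold change of -0.059 (SE 0.22, adjusted p = 0.902, 1 of 2 probe sets with this sign) between CL and NC. Of 43 measured PPARD targets of Table S1, 21 fell and 15 rose at an adjusted p under 0.05 (22 and 15 when adjusted over the list alone), a count that is not independent evidence because the study chose the targets on these samples. Slc25a20 fell by 0.64 (SE 0.061, adjusted p = 4.15e-07) and St3gal5, which makes the ganglioside GM3, by 1.58 (SE 0.16, adjusted p = 6.6e-07), and Mpeg1, a macrophage pore protein, rose by 2.30 (SE 0.26, adjusted p = 2.56e-06). In the list of 35 PPARA targets of fatty acid oxidation fixed without these data, 17 fell and none rose (18 and 1 when adjusted over the list alone), with a median of -0.29 (camera adjusted p = 8.53e-08, adjusted p = 0.149 with an estimated correlation) and -0.55 with 1 factor per array. Slc27a1, a fatty acid transporter, fell by 1.30 (SE 0.14), Decr1, a reductase of unsaturated fatty acid oxidation, by 0.52 (SE 0.058) and Acadvl, the very-long-chain acyl-CoA dehydrogenase, by 0.44 (SE 0.051).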

PPARA forms heterodimers with RXRA and binds to the PPARA response element of genes [20]. In the present study, astaxanthin but not vitamin E was predicted to inhibit PPARA, PPARD, and RXRA in the livers of mice with NASH. Astaxanthin has been reported to be a PPARA agonist and to reduce lipid accumulation in hepatocytes [22]. Although astaxanthin suppressed, rather than improved, the expression of genes regulated by PPARA, it may directly affect PPARA itself. Further study is required to elucidate the role of astaxanthin on NASH via these ligand-dependent nuclear receptor activities.

The effect of astaxanthin on PPARA activity is likely to disturb the improvement in hepatic gene expression in mice with NASH. Astaxanthin did not improve the expression of genes associated with mitochondrial dysfunction, probably because it reduced mitochondrial function by suppressing the PPARA activity. RICTOR deficiency has been shown to increase the mitochondrial membrane potential [23]. RICTOR may be predicted to be activated by astaxanthin because of the suppression of mitochondrial function and other effects through inhibiting PPARA or PPARD activities (Figure S4). PNPLA2 hydrolyzes triacylglycerol and produces fatty acids and therefore, increases PPARA activity [24]. PML has been shown to control PPAR and to regulate the expression of the PPAR target gene [25]. It has been suggested that the activation of PML suppresses PPARA activity. Thus, it was predicted that PNPLA2 would probably be inhibited and PML would probably be activated by astaxanthin. ERN1, also known as inositol-requiring enzyme 1α, is activated by ER stress and generates functional spliced X-box binding protein 1s (XBP1s) directly binding to activate the promoter of *Ppara* [26]. The phosphorylation and dephosphorylation of EIF2α have been shown to regulate the transcription of XBP1s and target genes [27]. It has been suggested that astaxanthin activates ERN1 in the livers of mice with NASH.

Compared with patients without cirrhosis, the expression of CD28 was reported to be reduced in those with cirrhosis and portal hypertension [28]. 

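Map3k8, a kinase that activates MAP kinases, had a log2 fold change of 0.015 (SE 0.38, adjusted p = 0.999) between CL + AX and CL. Of the 6 measured targets of it that Table 2 names, 4 lay below the median of all genes and 2 above it (2 lower and 1 higher when adjusted over the list alone). Fam107b had -0.32 (SE 0.10, adjusted p = 0.49) and Clic5, a chloride channel protein, -0.69 (SE 0.25, adjusted p = 0.525, 3 of 4 probe sets with this sign), and neither passed limma's adjusted p. The study chose these targets on these samples, so the count is not independent evidence.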

CD28 and mitogen-activated protein kinase 8 (MAP3K8) related to TCR/CD28-triggered T cell activation have been predicted to be activated by astaxanthin in the livers of mice with NASH [29]. IKZF1, which regulates leukocyte differentiation, was predicted to be inhibited in NASH and to be activated by astaxanthin [30].

Most of the expression levels of genes altered by vitamin E improved to become closer to those of the control NC group. Vitamin E was predicted to inhibit CL diet-activated RICTOR and IL6. ARNT, which regulates insulin-mediated inhibition on gluconeogenesis and lipogenesis, and NFE2L2, which has been reported to protect against diet-induced NASH in mice, were predicted to be inhibited in the livers of mice with diet-induced NASH and activated by vitamin E [31,32]. Although vitamin E was predicted to activate leptin and Myc proto-oncogene protein (MYC), these molecules were not predicted to be inhibited in the CL group. 

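Lep, the gene for leptin, had a log2 fold change of -0.67 (SE 0.57, adjusted p = 0.854) between CL + VE and CL, and Myc, a transcription factor of cell growth, of 0.44 (SE 0.49, adjusted p = 0.904). Between CL and NC they had -0.070 (SE 0.57, adjusted p = 0.959) and 0.40 (SE 0.49, adjusted p = 0.655). With vitamin E, 5 of 9 measured leptin targets of Table 3 lay above the median of all genes (2 higher and 2 lower when adjusted over the list alone), with Oplah, an oxoprolinase of the glutathione cycle, at 0.25 (SE 0.089, log2 signal 9.74 in CL + VE replicate 4 and 9.98 to 10.06 in the other CL + VE mice) and Ccn1, a matricellular protein, at -1.26 (SE 0.45). Between CL and NC, 6 of these targets fell and 2 rose (6 and 2 when adjusted over the list alone). Of 9 MYC targets, 6 lay above the median with vitamin E (1 higher and 1 lower when adjusted over the list alone), with Zfp36l1, a protein that destabilizes mRNA, at -0.47 (SE 0.15), while 4 fell and 1 rose between CL and NC, with the same counts over the list alone. Both sets come from the study's own choice on these samples and are not independent evidence, and none of their genes passed limma's adjusted p with vitamin E.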

Leptin shows antisteatotic as well as proinflammatory and profibrogenic actions on NASH [33]. MYC is associated with many cellular events including cell growth, differentiation, and inflammation [34]. The effects of vitamin E on the roles of these molecules in diet-induced NASH should be carefully examined. 

## 4. Materials and Methods 

### 4.1. Animals and Treatments

The mice were treated as previously described. Briefly, 7-week-old C57BL/6J male mice (Charles River Laboratory, Yokohama, Japan) were fed NC (CRF-1, Charles River), CL diet (60% calories from fat, 1.25% cholesterol, and 0.5% sodium cholate), CL diet containing 0.02% astaxanthin (Fuji Chemical Industry, Toyama, Japan), or CL diet containing 0.02% vitamin E for 12 weeks. The mice were maintained on a 12/12-h light/dark cycle and were given free access to food and water. The animal procedures were performed in accordance with the standard set out in the Guidelines for the Care and Use of Laboratory Animals at Kanazawa University, Japan. The study protocols (AP132887) were approved by the Institute for Experimental Animals of Kanazawa University on 5 June 2013.

### 4.2. Comprehensive Gene Expression Analysis 

The liver tissues were collected after 2-h fasting and snap-frozen in liquid nitrogen. Total RNA was isolated from the frozen livers using the GenElute mammalian Total RNA Miniprep kit (Sigma-Aldrich Japan, Tokyo, Japan). We then synthesized fragmented biotin-labeled aRNA from the total RNA of each mouse using the GeneChip 3′ IVT Expression Kit (Affymetrix Japan KK, Tokyo, Japan) and hybridized the labeled aRNA to a GeneChip Mouse Genome 430 2.0 array (Affymetrix). The hybridized probe array was stained using GeneChip Fluidics Station 450 (Affymetrix) and scanned using GeneChip Operation Software version 1.4 (GeneChip Scanner 3000; Affymetrix). The data of twenty microarrays (5 per group) have been deposited in NCBI’s gene expression omnibus (GEO) [35] and are accessible through the GEO Series accession number GSE93819 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93819).

The DNA microarray data was analyzed using Microarray Suite 5.9 (MAS5; Affymetrix) and Subio platform version 1.19 (Subio Inc., Kagoshima, Japan). Statistical analyses of the genes expressed differentially among three groups (NC, CL, and CL + AX or NC, CL, and CL + VE) and two groups (NC and CL, CL and CL + AX, or CL and CL + VE) were performed using Welch’s one-way ANOVA and Welch’s *t*-test, respectively. The corrected *p* values were considered significant if *p* < 0.05. Ingenuity Pathway Analysis (Ingenuity Systems, www.ingenuity.com) was used to identify the biological functions that were most significant to the extracted data set. A right-tailed Fisher’s exact test was used to calculate a *p*-value denoting the probability that each biological function and canonical pathway for that data set was due to a change in the given parameter alone. An activation *z*-score was calculated as a measure of the activation of biological function, canonical pathway, and the functional or translational activation of upstream regulators. An absolute *z*-score of below 2 (inhibited) or above 2 (activated) was considered significant. 

### 4.3. Quantitative Real-Time PCR 

Total RNA was isolated from frozen liver samples using a GenElute Mammalian Total RNA Miniprep Kit (Sigma-Aldrich). cDNA was synthesized using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Carlsbad, CA, USA). Quantitative real-time PCR (qPCR) was then performed on a CFX384 machine (Bio-Rad, Hercules, CA, USA) using SYBR Green Master Mix (Applied Biosystems, Carlsbad, CA, USA). The primers used for real-time PCR are shown in Supplemental Table S2. The mRNA expression levels in the groups were normalized to those of CL-fed mice.

## 5. Conclusions

In conclusion, comprehensive gene expression analysis showed that astaxanthin and vitamin E effectively improved hepatic gene expression associated with EIF2 signaling in mice with CL diet-induced NASH. Astaxanthin and vitamin E are likely to alleviate ER stress and improve EIF2 signaling, which initiates global protein translation, in the livers of mice with NASH. Although our previous study showed that astaxanthin was more effective than vitamin E in both preventing and treating NASH, some gene expressions associated with the ligand-dependent nuclear receptors PPARA and PPARD were further suppressed by astaxanthin in the livers of mice with NASH. To establish a therapy for patients with NASH using astaxanthin, it is necessary to elucidate the mechanism of astaxanthin on the functions of PPARA and related molecules in the livers of mice with diet-induced NASH. 

## Figures and Tables

**Figure 1:**
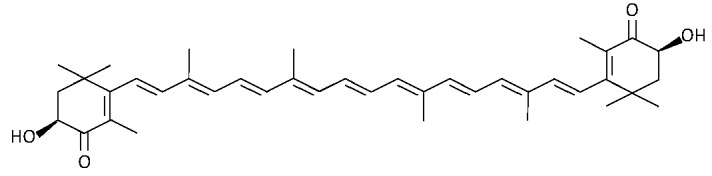
The structure of astaxanthin.

**Figure 2:**
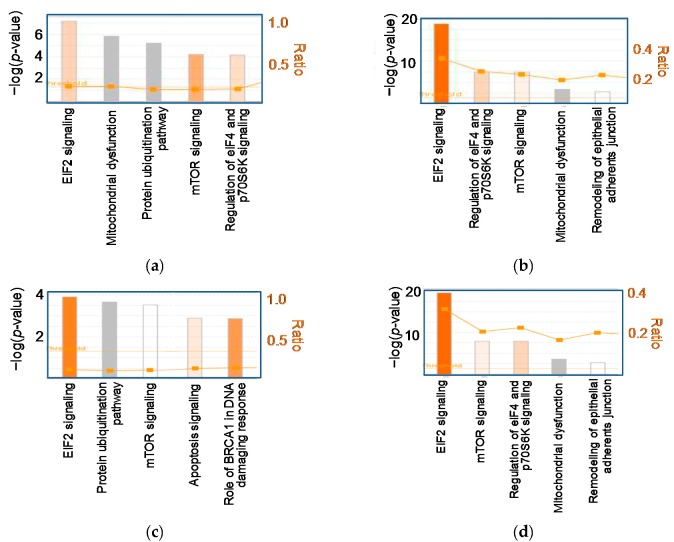
The top five canonical pathways of hepatic genes that were significantly altered by astaxanthin (**a**,**c**); or vitamin E (**b**,**d**) in mice with CL diet-induced nonalcoholic steatohepatitis; (**a**,**b**) Canonical pathways of genes that were significantly up- or downregulated by astaxanthin (*n* = 1137) and vitamin E (*n* = 1397), respectively; (**c**,**d**) Canonical pathways of genes whose expressions were significantly improved by astaxanthin (*n* = 738) and vitamin E (*n* = 1330), respectively. The most significant pathways in the dataset were identified by Ingenuity Pathway Analysis. Orange bars indicate predicted pathway activation. White bars indicate pathways not predicted to be activated or inhibited. Gray bars indicate pathways where no prediction had been made. Orange points connected by lines represent the ratio of the number of genes in a given pathway to the total number of genes in the reference set that make up that pathway. EIF2, eukaryotic initiation factor-2; mTOR, mammalian target of rapamycin.

**Figure 3:**
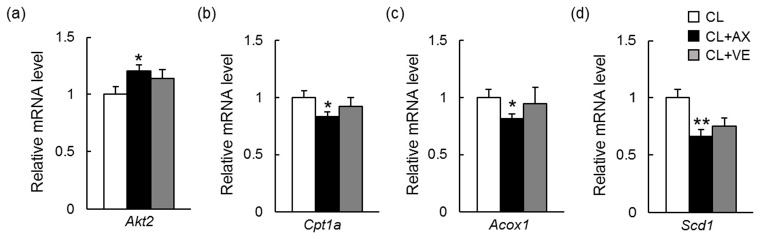
Hepatic mRNA expression of EIF2 signaling-, mitochondrial dysfuction-, peroxisome proliferator-activated receptor α (PPARA)-, and PPARδ (PPARD)-related molecules assessed by quantitative real-time PCR (qPCR). (**a**) EIF2 signaling-related molecule, *Akt2* mRNA expression in the liver of mice with CL diet-induced nonalcoholic steatohepatitis; (**b**) Mitochondrial dysfuction-related molecule, *Cpt1a* mRNA expression in the liver of mice; (**c**) PPARα-related molecule, *Acox1* mRNA expression in the liver of mice; (**d**) PPARδ-related molecule, *Scd1* mRNA expression in the liver of mice. * *p* < 0.05, ** *p* < 0.01 vs. the CL diet.

**Figure 4:**
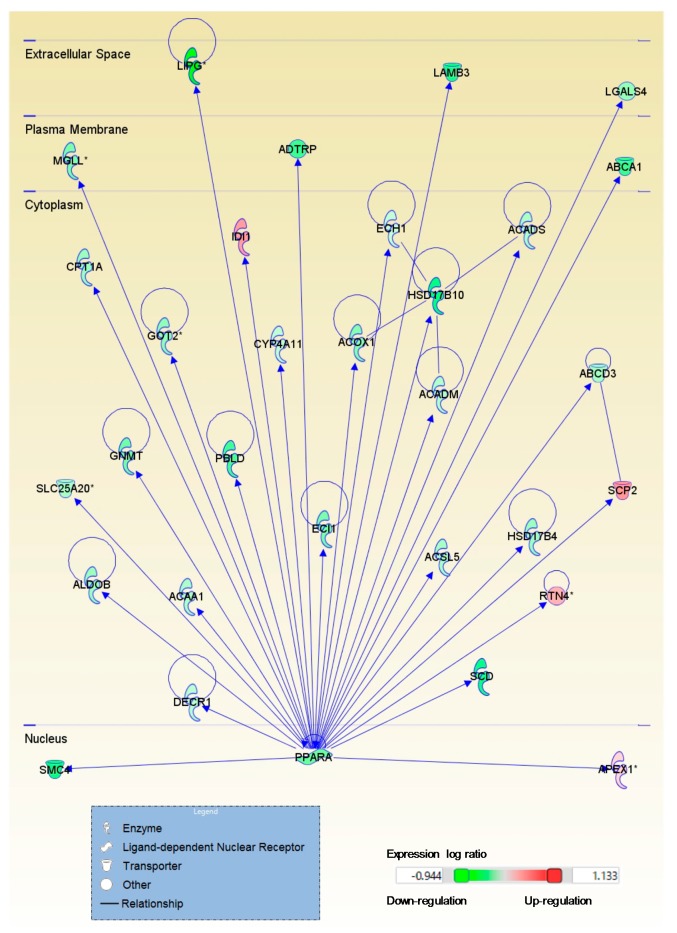
Astaxanthin suppressed the expression of PPARA and the target molecules in mice with nonalcoholic steatohepatitis. →, expression: —, protein-protein binding. *, More than 2 genes were included. The relationship among PPARA, which was predicted to be inhibited by astaxanthin, and the target molecules in the dataset was identified by Ingenuity Pathway Analysis.

**Figure 5:**
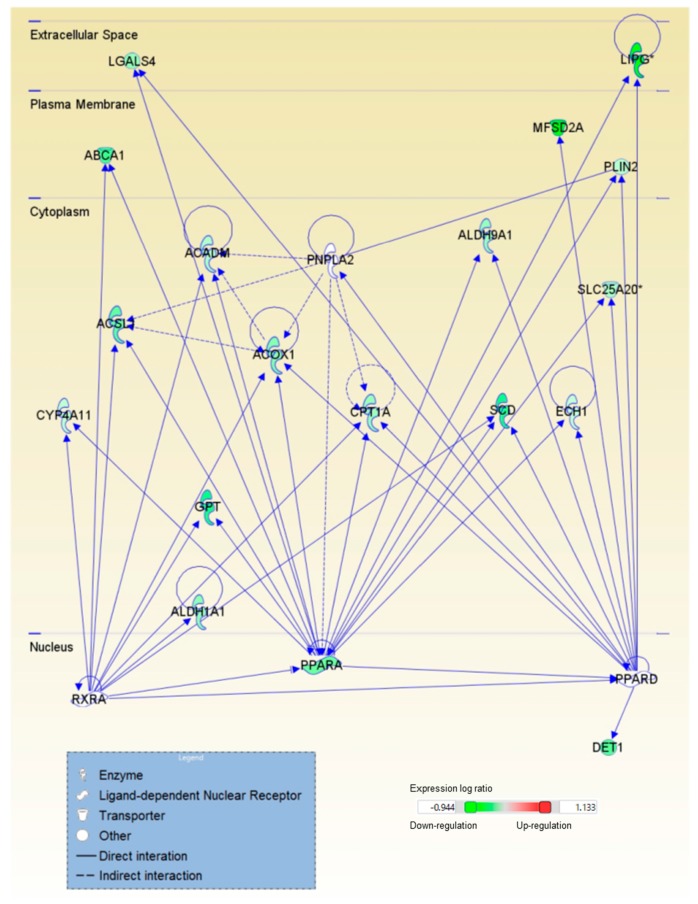
Relationship among PNPLA2, PPARD, PPARA, and RXRA and the target molecules of PNPLA2, PPARD, and RXRA in the dataset regulated by astaxanthin in mice with nonalcoholic steatohepatitis. →, expression: —, protein-protein binding. *, More than 2 genes were included. The network of the molecules was identified by Ingenuity Pathway Analysis.

**Table 1:** The top five biological functions of hepatic genes that were significantly altered (**a**) by astaxanthin and (**b**) by vitamin E in mice with high-cholesterol, high-cholate, and high-fat (CL) diet-induced nonalcoholic steatohepatitis ^1^.

(**a**)		
**Biological Functions**	***p*-Value**	**No. of Genes Differentially Expressed**
Cell death and survival (8 functions)	8.98 × 10^−3^–7.90 × 10^−5^	28
Organismal injury and abnormalities (22 functions)	4.58 × 10^−2^–7.90 × 10^−5^	45
Hepatic system development and function (4 functions)	3.73 × 10^−2^–1.20 × 10^−3^	20
Inflammatory response (5 functions)	3.12 × 10^−2^–1.20 × 10^−3^	21
Organ development (4 functions)	3.66 × 10^−2^–1.20 × 10^−3^	22
(**b**)		
**Biological Functions**	***p*-Value**	**No. of Genes Differentially Expressed**
Lipid metabolism (5 functions)	3.88 × 10^−2^–4.15 × 10^−4^	12
Molecular transport (5 functions)	2.51 × 10^−2^–4.15 × 10^−4^	20
Small molecule biochemistry (6 functions)	3.88 × 10^−2^–4.15 × 10^−4^	14
Cell death and survival (8 functions)	3.36 × 10^−2^–9.36 × 10^−4^	29
Organismal injury and abnormalities (23 functions)	3.36 × 10^−2^–1.81 × 10^−3^	7

^1^ The most significant functions in the data set were identified by Ingenuity Pathway Analysis.

**Table 2:** Upstream regulators predicted to be altered by astaxanthin in mice with nonalcoholic steatohepatitis ^1^.

Upstream Regulator ^2^	Molecule Type	Predicted Activation State	Activation *z*-score	*p*-Value for the Overlap	Target Molecules in Dataset
PNPLA2	Enzyme	Inhibited	−2.2	4.55 × 10^−4^	ACADM, ACOX1, ACSL1, CPT1A, PPARA
PPARD	Ligand-dependent nuclear receptor	Inhibited	−2.975	1.46 × 10^−1^	ALDH9A1, DET1, ECH1, LGALS4 LIPG, MFSD2A, PLIN2, SCD, SLC25A20
PPARA	Ligand-dependent nuclear receptor	Inhibited	−2.351	8.54 × 10^−3^	ABCA1, ABCD3, ACAA1, ACADM, ACADS, ACOX1, ACSL5, ADTRP, ALDOB, APEX1, CPT1A, CYP4A11, DECR1, ECH1, ECI1, GNMT, GOT2, HSD17B10, HSD17B4, IDI1, LAMB3, LGALS4, LIPG, MGLL, PBLD, RTN4, SCD, SCP2, SLC25A20, SMC4
RXRA	Ligand-dependent nuclear receptor	Inhibited	−2.156	1.37 × 10^−2^	ABCA1, ACADM, ACOX1, ALDH1A1, CYP4A11, GPT
IL6	Cytokine	Inhibited	−2.362	1.00 × 10^0^	ACOX1, IL6ST, MAF, NR3C1, RORA, SMAD7
RICTOR	Other	Activated	2.846	1.83 × 10^−8^	ATP5D, ATP5G2, ATP5O, ATP6V0C, ATP6V1D, COX5A, Cox5b, COX7A2, MCL1, NDUFA2, NDUFA6, NDUFA7, NDUFAB1, NDUFB3, NDUFC1, NDUFC2, Ndufs5, PSMB1, PSMB2, PSMB6, PSMB7, PSMD11, PSMD12, PSMD7, RPL10A, RPL13A, RPL18, RPL23, RPL6, RPL9, Rplp1(includes others), RPS11, RPS15, RPS18, RPS24, RPS26, RPS3, RPS8, RPS9, UQCRHL
ERN1	Kinase	Activated	2.345	3.85 × 10^−2^	DGAT2, FITM2, GPT, PLIN2, SCD, SEC61A1, SRPRA, SURF4, WFS1
PML	Transcription regulator	Activated	2.449	9.73 × 10^−3^	ACADM, ACADS, ACOX1, CPT1A, SCD, SLC25A20
MAP3K8	Kinase	Activated	2.213	1.00 × 10^0^	BMP1, CLIC5, FAAP24, FAM107B, FLNB, IFNGR1, IGF1R
IKZF1	Transcription regulator	Activated	2	1.00 × 10^0^	HNRNPLL, MYO1B, SH3BP5, SULF2
CD28	Transmembrane receptor	Activated	2.433	3.61 × 10^−1^	ATF2, CASP6, CASP8, IFNGR1, IGF1R, MAF, RORA

^1^ The most significant upstream regulators in the data set were identified by Ingenuity Pathway Analysis; ^2^ For explanations of the abbreviations, please see the Abbreviation List.

**Table 3:** Upstream regulators predicted to be altered by vitamin E in nonalcoholic steatohepatitis mice ^1^.

Upstream Regulator ^2^	Molecule Type	Predicted Activation State	Activation *z*-score	*p*-Value for the Overlap	Target Molecules in Dataset
RICTOR	Other	Inhibited	−6.505	1.63 × 10^−11^	Atp5e, ATP6V0A2, ATP6V1A, ATP6V1D, COX4I1, Cox5b, COX6A1, COX6B1, COX7A2, COX7A2L, CYC1, FAU, NDUFA2, NDUFA3, NDUFB7, NDUFC1, NDUFS6, NDUFV1, PSMB3, PSMC2, PSMD13, RPL13A, RPL14, RPL17, RPL18, RPL22, RPL23, Rpl23a, RPL26, RPL28, RPL30, Rpl34 (includes others), RPL35A, RPL38, RPL41, RPL8, RPL9, Rplp1 (includes others), RPLP2, RPS10, RPS11, RPS13, RPS15, RPS21, RPS24, RPS27A, RPS29, RPS6, RPSA, SHFM1
IL6	Cytokine	Inhibited	−2.234	5.03 × 10^−1^	ABCC3, ACOX1, C3, CCR5, F3, IL6ST, MAF, NR3C1, RORA
LEP	Growth factor	Activated	2.543	2.10 × 10^−1^	ABCC3, ACADVL, ACOX1, CYR61, ECH1, FAAH, GAPDH, IL1B, OPLAH, PRDX1, SCD, SOD1
ARNT	Transcription regulator	Activated	2.236	3.62 × 10^−2^	CCR5, ENO1, GAPDH, PGK1, TPI1
NFE2L2	Transcription regulator	Activated	4.498	2.61 × 10^−6^	ABCC3, AKR1A1, AKR7A2, ARF1, ATF7, ATP1A1, CCT3, CDC34, CLPP, COQ7, DDX39B, EIF3C, EIF3G, EPHX1, F10, FTL, GNA11, GSPT1, GSTM5, HACD3, HAX1, HM13, IL1B, MCFD2, MORF4L2, NCKAP1, NFE2L1, PPIB, PRDX1, PSMB3, PSMD13, RAN, RPL18, RPS16, S100A13, SERINC3, SLCO1B3, TPI1
MYC	Transcription regulator	Activated	2.76	9.34 × 10^−2^	ENO1, GAPDH, GPI, HNRNPAB, HNRNPD, KAT2A, NCL, PA2G4, PCK1, PGK1, TPI1, ZFP36L1

^1^ The most significant upstream regulators in the data set were identified by Ingenuity Pathway Analysis; ^2^ For explanations of the abbreviations, please see the Abbreviation List.

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/18/3/593/s1.

## Abbreviations

NASH	nonalcoholic steatohepatitis
EIF2	eukaryotic initiation factor-2
ER	endoplasmic reticulum
PPAR	peroxisome proliferator-activated receptor
NC	normal chow
CL	CL diet
CL + AX	CL containing 0.02% astaxanthin
CL + VE	CL containing 0.02% vitamin E
mTOR	mammalian target of rapamycin
RXR	retinoid X receptor
PNPLA2	patatin-like phospholipase domain containing 2
PML	promyelocytic leukemia protein
IL6	interleukin 6
RICTOR	rapamycin-insensitive companion of mTOR
IKZF1	Ikaros family zinc finger 1
ERN1	endoplasmic reticulum to nucleus signaling 1
ARNT	aryl hydrocarbon receptor nuclear translocator
NFE2L2	nuclear factor (erythroid-derived 2)-like 2
NAFLD	nonalcoholic fatty liver disease
XBP1s	X-box binding protein 1s
MAP3K8	mitogen-activated protein kinase 8

How the deposited data were processed for this re-analysis (not part of the article)

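Livers of 20 male C57BL/6J mice were profiled on Affymetrix whole-genome mouse arrays, 1 array per mouse, with 5 mice in each of the NC, CL, CL + AX and CL + VE groups. The mice were 7 weeks old at the start, stayed on their diet for 12 weeks and fasted for 2 h before the livers were taken. In the CL diet fat gave 60% of the calories, cholesterol was added at 1.25% and cholate at 0.5%, and each supplement made up 0.02% of the diet. The authors computed the intensity values with MAS5 before deposit, 1 signal per probe set from its probes, and analysed them in the Subio platform. The deposited table holds 1 linear MAS5 signal for each of 45101 probe sets and each array, and it had not been scaled to a common level, because the mean of the middle 96% of values, which MAS5 sets to a fixed target when it scales, differed between arrays. The order in which the arrays were labelled and hybridized is not given in the paper's methods or in the deposited description, which were searched for a date, a batch and a lot.

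Before the data were examined, the plan was to test the signals as deposited, on the expectation that the MAS5 scaling had been kept. The table did not meet that expectation, so quantile normalization of the log2 signals, planned as an alternative, became the setting for the values in the passages before any test was run, and the signals as deposited became an alternative. The 64 control probe sets were removed, which left 45037. Of these, 34945 name 1 gene, 932 name several and 9160 name none. A gene was read from the probe set with the highest mean log2 signal among those that name it alone, which gave 18193 genes. Among 1853 genes with several probe sets at or above the median signal and past the adjusted p between CL and NC, 2436 of 3093 further probe sets of these genes had the same sign. The 4 contrasts were tested in limma 3.58.1 under R 4.3.3, in 1 linear model of the 4 groups with 16 residual degrees of freedom, with a moderated t-statistic whose variance prior follows the mean signal. Every p for a probe set or gene comes from this moderated test, and p values were adjusted by the Benjamini-Hochberg method over all 45037 probe sets, with 0.05 as the threshold.

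The 25 fixed gene lists were written from general knowledge before the values were available, and further lists hold the targets that the paper names in Table 2, Table 3 and Table S1, the regulators it names and the genes of its qPCR. List members that no probe set names alone were left out, which leaves 46 of 82 ribosomal proteins (28 are named only together with other genes and 8 by no probe set) and 2 of 5 ARNT targets of Table 3. A list's median is the median of its members' log2 fold changes minus the median over all genes, and its mean is not shifted. Lists were tested with camera from limma, with a preset correlation of 0.01 between genes and the Benjamini-Hochberg adjustment over the 25 lists of a contrast, and again with the correlation estimated from the data. Where a list is said to be adjusted over the list alone, the p values of its members were adjusted without the other probe sets. Genes were named by a rule set before the data were examined, after the paper's own figures and tables had been seen. It names the 10 largest rises and falls of a contrast among genes past the adjusted p whose groups do not overlap and whose mean signal is at or above the median, or the 5 smallest p values in each direction where none passes. It also names every gene of the paper's own lists and up to 4 members of each fixed list with the smallest p in each contrast. The text gives a part of these.

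The improved share is the share of probe sets past an adjusted p of 0.05 between CL and NC and with an unadjusted p under 0.05 between a supplemented group and CL whose supplemented mean lies nearer to the NC mean. It was set beside 100 simulations without an effect of the supplement, with normal noise of the observed spread drawn for each probe set alone. It was also set beside the 20 ways in which the 5 CL arrays can be given in part to the first and in part to the second step. After the data were seen, the position of each supplemented group between CL and NC was measured in the same 20 ways, with some CL arrays to pick the probe sets and the others as the zero point. The fit was tested on data simulated with the spread pooled over the 4 groups, for the comparison of CL + AX with CL. Changes were given only to probe sets at or above the median signal. Of 200 probe sets changed by 2 on the log2 scale, 191 were called, beside 9 false calls. In 40 simulations without any change, 3.70% of list p values were under 0.05 and 2 simulations called a list. The noise was drawn for each gene alone, so these simulations do not show the rate of false calls for lists of correlated genes. When the CL + AX and CL mice were regrouped, the median of minus the log10 of the camera p ran from 0.27 for fatty acid synthesis to 2.23 for fibrosis markers. In 1 simulation with a single list shifted by 0.10, camera called it and 2 lists without a shift. Groups of arrays were compared with exact permutation tests, two-sided, over all regroupings of the arrays, and relations between list scores and array measures within groups by Pearson's r and Spearman's rho with permutation p values.

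The alternatives were the signals as deposited, centring of each array on its median, an offset of 32 before the log, leaving out dim probe sets, eBayes without trend, a fit of only the groups of a contrast, array weights, the replicate number as a block, leaving out each array in turn, the methods' t-test with and without the Benjamini-Hochberg adjustment, an adjusted p in the second step, split CL arrays, camera with an estimated correlation, fry, which tests a list against no change rather than against other genes, and the mean of all probe sets of a gene. Scaling by the trimmed mean of the middle 96% of values, and the fit without CL + VE replicate 5 as an alternative in its own right, were chosen after seeing the data. Pathway scores from Ingenuity Pathway Analysis and the qPCR measurements were not analysed here. Results depend on a signal range in which each array's median lies near the dim end, so low signals carry large errors.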

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

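The tests of cell markers, 3'/5' ratios, random lists, shared CL arrays and scaling as explanations were chosen after the results were seen, while the split of the CL arrays for the improved share, the signals as deposited and median centring had been planned as alternatives. Genes of 3 groups stand out for a follow-up: the macrophage, cytokine and fibrosis genes that rose in CL, the genes whose means lay nearer to NC with a supplement, and the subunits of oxidative phosphorylation.

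Mmp12, Gpnmb and Ccl2 rose from NC to CL and genes of cholesterol synthesis fell, and 7910 probe sets passed the adjusted p. A lower share of hepatocytes in the CL livers would raise the markers of every other cell type alike, and the tables argue against it as the whole cause, since the median of the macrophage markers exceeded that of the endothelial markers by 1.62 (1.10 to 1.92). It stays open as a part. The hepatocyte markers had a median of 0.033 (camera adjusted p = 0.913). They had -0.40 and were called as lower as deposited, with median centring and with trimmed-mean scaling (adjusted p = 0.0151, 4.22e-06 and 2.43e-05). With the last, they lay at percentile 5.53 of random lists matched on signal. A separate labelling of the NC arrays stays open, since their Dap ratios lay at least 0.70 above every other array on the log2 scale, so labelling and diet cannot be told apart by any test of these groups. The NC arrays also differed from the others in the log2 ratios of Thr, Gapdh and Actb and the log2 signal of 18S rRNA (by 0.63, 0.68, 0.41 and -2.99, exact p = 0.0011 for Thr and 6.45e-05 for each other), but not in the Phe and Lys ratios (by 0.15 and -0.11, exact p = 0.255 and 0.291), and the diet, which the design names, stays open as the biological explanation.

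The means of 78.6% of the probe sets with astaxanthin and 96.7% with vitamin E lay nearer to NC. For vitamin E the tables argue against the shared CL arrays, with 89.7% (76.8 to 97.7) from separate ones. Scaling between arrays stays open. With separate CL arrays the lesser of the shares among the higher and the lower probe sets was 88.1% (72.7 to 95.8). Quantile normalization had already removed a factor per array, so this share does not test it, and a shift that depends on signal was not tested. Under trimmed-mean scaling, random lists matched on signal to hepatocyte markers had -0.295 between CL and NC and 0.10 with vitamin E. Those matched to cytokines had 0.075 and 0.011. For astaxanthin the shared CL arrays fit, with 56.2% (33.9 to 75.7) from separate ones, and scaling stays open, with a lesser share of 48.2% (28.8 to 66.2). The RNA quality or labelling of the CL + VE arrays cannot be told apart from the vitamin. Over all probe sets that differ between CL and NC, the CL + VE mice lay 20.8 points nearer to NC than the CL mice, which the shared CL arrays inflate, or 10.6 (3.55 to 17.9) with separate CL arrays. The relation to the Actb 3'/5' ratio within groups was fitted with the shared CL arrays (r = 0.38, permutation p = 0.186, Spearman's rho 0.31 with p = 0.293, r = 0.22 without the 2 farthest arrays, adjusted p = 0.279). Of the 20.8 points it predicts 10.5 (-6.26 to 27.2) and leaves 10.4 (-9.35 to 30.1). CL + VE replicate 5 lay at 9.64 against 21.1 to 26.1 in the other CL + VE mice, although its Dap ratio lay nearest to those of NC, and 1 array cannot decide. Unlike Actb, the labelling controls Dap, Thr, Phe and Lys did not set CL + VE clearly apart from CL (by 0.079, 0.14, -0.15 and -0.079, exact p = 0.984, 0.675, 0.317 and 0.5), which excludes nothing at 5 arrays a group, and the median signal differed by -3.90 (exact p = 0.0317). The CL + AX mice lay 10.8 points nearer to NC than the CL mice, or -0.478 (-11.5 to 7.24) with separate CL arrays. The value of 10.8 leans on CL + AX replicate 3, with 25.8 against 3.08 to 9.54 in the other CL + AX mice.

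Camera called the subunits of oxidative phosphorylation as lower in CL + AX than in CL + VE (adjusted p = 3.93e-09), but not with an estimated correlation (adjusted p = 0.464) or as deposited (adjusted p = 0.6), while fry, which asks only for a move 1 way, did (adjusted p = 0.0455), and no subunit, Ndufb3 and Cox5b included, passed limma's adjusted p over all probe sets. The brightness of the CL + AX arrays stays open. The median of the list lay -0.072 from that of 10000 random lists matched on signal, outside their central range under quantile normalization and trimmed-mean scaling. Random lists leave out the correlation among the subunits, estimated at 0.171, so their range is too narrow to exclude brightness as the whole cause. The RNA quality or labelling of the CL + VE arrays stays open: the relation of the list score to the Actb ratio within groups (r = 0.53, permutation p = 0.0672, Spearman's rho 0.53 with p = 0.0705, r = 0.39 without the 2 farthest arrays, adjusted p = 0.202) predicts a difference of -0.074 (-0.15 to 0.0048), where -0.095 was observed, and leaves -0.020 (-0.12 to 0.075). The labelling controls Dap, Thr, Phe and Lys differed between CL + AX and CL + VE by -0.094, -0.27, 0.18 and 0.24, exact p = 0.952, 0.238, 0.405 and 0.0476, the log2 signal of 18S rRNA by 0.53 (exact p = 0.0397) and the median signal of an array by 8.48 (exact p = 0.00794), and an effect of either supplement on mitochondrial genes stays open as well.

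In data that the paper does not discuss, the Dap ratio of the NC arrays lay 1.88 above that of the other groups, genes of cholesterol synthesis had a median of -1.26 between CL and NC, and circadian clock genes a median of -0.48. Single mice stood apart from their group, measured as the gap to the nearest other mouse divided by the range of the group, in 4 of 44 array measures, 8 of 100 list scores and 20 of 358 groups of the genes named here, where the limit of 0.71 is passed by chance in about 1 in 20 groups. The array measures, with this gap and then the log2 value against the range of the other mice, were the log2 3'/5' ratio of the Dap control in CL + VE replicate 5 (0.865, 2.26 against 0.99 to 1.16), that of the Phe control in CL replicate 2 (0.816, 1.82 against 1.39 to 1.47), that of the Lys control in CL + VE replicate 3 (0.722, 0.15 against -0.28 to -0.16) and the log2 signal of the Cre hybridization control in CL + AX replicate 4 (0.768, 13.47 against 13.60 to 13.64). The list scores, given beside the lists, were EIF2 kinases and ATF4 arm of the ER stress response in CL + VE replicate 5 (0.770), bile acid synthesis and transport in CL + VE replicate 5 (0.798), fibrosis and stellate cell markers in CL replicate 2 (0.764), fibrosis and stellate cell markers in CL + VE replicate 5 (0.716), red blood cell genes in CL + AX replicate 1 (0.761), circadian clock genes in CL + VE replicate 3 (0.767), immediate early genes in CL replicate 1 (0.733) and glycolysis and gluconeogenesis in CL + AX replicate 1 (0.748). Among the genes, the gaps were Bcl2l1 0.717 in CL + AX replicate 1, Rpl37 0.738 in CL + AX replicate 2, Mtor 0.770 in CL + AX replicate 5, Oplah 0.764 in CL + VE replicate 4, Eif2ak3 0.790, Il6 0.787 and Mmp12 0.912 in CL + VE replicate 5, Dusp1 0.828 and Slc4a1 0.711 in CL replicate 1, Cyp7a1 0.823 in CL replicate 2, Pgk1 0.731 in CL replicate 3, Lipg 0.751 in CL replicate 4, App 0.820 and Il6 0.860 in CL replicate 5, Ndufa5 0.802 in NC replicate 1, Cyp51 0.724 in NC replicate 2, Ccr2 0.846 and Cxcl10 0.816 in NC replicate 3, Egr3 0.777 in NC replicate 4 and Alas2 0.711 in NC replicate 5.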

How the results depend on the processing

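Trimmed-mean scaling and the fit without CL + VE replicate 5 were chosen after seeing the data, and the other alternatives before. Signal limits what can be seen: the median signal of an array was 13.0 to 27.7 on a range up to 18757, so small changes of the dimmer probe sets are not resolved. Why a result changed with an alternative was not tested. Replicate numbers were not used to pair mice across groups, because the labels say nothing of a shared batch or litter and only 7 of 30 pairs of arrays with the same number correlated above 0.1 after the group means were removed. That 12 of 20 arrays correlated best with their own number, where about 4 would do so by chance, is a hint from the data and not from the design.

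The count of 7910 between CL and NC stayed within 1.5 times under every alternative but the methods' t-test with the Benjamini-Hochberg adjustment (3444), and leaving out single arrays gave 6769 to 8104. Between CL + AX and CL, limma called 1 probe set and none as deposited (0), with median centring (0), the offset (0), eBayes without trend (0) or the replicate block (0), against 3244 at an unadjusted p under 0.05. The methods' ANOVA and t-test gave 2285 unadjusted and 0 adjusted, and leaving out single arrays 0 to 2, with the highest count without NC replicate 1 or CL + VE replicate 5. Between CL + VE and CL, where limma called none and 3412 had an unadjusted p under 0.05, the counts were 26 as deposited (all lower), 1 with the offset, 3 in the fit of only the groups of the contrast, 2 with array weights, 3 with the replicate block and 2153 by the methods' ANOVA and t-test, unadjusted. Leaving out single arrays gave 0 to 2, and calls came without NC replicate 1 (2), CL + AX replicate 2 (1), CL + AX replicate 5 (1) or CL + VE replicate 5 (2). Between CL + AX and CL + VE, the counts were 1886 as deposited (1879 higher), 1652 with median centring (36 higher), 0 with the offset, 0 with eBayes without trend, 24 in the fit of only these groups, 32 with array weights, 5 with the replicate block and 2341 by the methods' ANOVA and t-test, unadjusted. Leaving out single arrays gave 0 to 13, with the most without CL + VE replicate 5, 7 without CL + AX replicate 3, 6 without CL + AX replicate 4, 3 without CL replicate 1 and 2 without CL replicate 4, and none without NC replicates 1, 4 and 5, CL replicates 3 and 5, CL + AX replicate 1 or CL + VE replicates 1, 2 and 3.

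The improved share with astaxanthin was 33.5% of 532 as deposited and 43.6% of 1668 with median centring, both below 50%. The median probe set moved by 0.19 and -0.079 between CL + AX and CL there, and by 0.064 with trimmed-mean scaling, where the share was 74.7%. The share was 84.5% with eBayes without trend, 100% of 1 with an adjusted p in the second step and 56.2% of 321 with split CL arrays. Leaving out single arrays gave 74.0 to 85.2% of 740 to 1104. The share with vitamin E was 99.4% of 2681 as deposited, 97.8% with median centring, 98.1% with eBayes without trend, 94.9% with the methods' t-test in both steps and 89.7% of 347 with split CL arrays, and an adjusted p in the second step left 0 probe sets and no share. Leaving out single arrays gave 95.6 to 98.0% of 1022 to 1435.

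List values here are relative medians with the adjusted p of camera, and leaving out an array is named where it changes the call. Oxidative phosphorylation between CL and NC was not called with an estimated correlation, -0.090 (adjusted p = 0.164). With astaxanthin it was not called as deposited, -0.14 (adjusted p = 0.248), or with an estimated correlation, -0.063 (adjusted p = 0.765), nor without CL replicate 1 (adjusted p = 0.0819), CL replicate 3 (adjusted p = 0.142), CL + AX replicate 2 (adjusted p = 0.0523) or CL + AX replicate 4 (adjusted p = 0.0603). With vitamin E camera turned downward as deposited, 0.10 (adjusted p = 0.566), and did not call it with an estimated correlation, 0.019 (adjusted p = 0.985), nor did the fit without CL replicate 2 (adjusted p = 0.263). Between the supplements it was not called as deposited, -0.23 (adjusted p = 0.6), or with an estimated correlation, -0.069 (adjusted p = 0.464). Ribosomal proteins between CL and NC were called as lower by limma's camera as deposited, -0.34 (adjusted p = 0.00773), with median centring, -0.34 (adjusted p = 1.74e-16), and with trimmed-mean scaling, -0.34 (adjusted p = 4.54e-15). With astaxanthin median centring reversed them, -0.040 (adjusted p = 0.00169), and they were not called with trimmed-mean scaling, -0.040 (adjusted p = 0.783), or an estimated correlation, 0.050 (adjusted p = 0.765), nor without CL + AX replicate 2 (adjusted p = 0.0523). With vitamin E limma's camera gave 0.056 (adjusted p = 0.381) as deposited, 0.056 (adjusted p = 4.39e-08) with median centring, 0.056 (adjusted p = 8.94e-06) with trimmed-mean scaling and -0.015 (adjusted p = 0.865) with the mean of all probe sets. PPARA targets with astaxanthin were called as lower by limma's camera with median centring, -0.11 (adjusted p = 3.12e-05), with trimmed-mean scaling, -0.11 (adjusted p = 0.00981), and without CL replicate 1 (adjusted p = 0.0314). With vitamin E limma's camera had them reversed under median centring, 0.058 (adjusted p = 0.0365), with 0.058 (adjusted p = 0.145) under trimmed-mean scaling. Between the supplements limma's camera gave -0.18 (adjusted p = 0.583) as deposited, -0.18 (adjusted p = 7.16e-07) with median centring, -0.18 (adjusted p = 3.31e-05) with trimmed-mean scaling and 0.072 (adjusted p = 0.889) with the mean of all probe sets. Leaving out single arrays gave, for CL against NC, CL + AX against CL, CL + VE against CL and CL + AX against CL + VE in this order, -0.11 to -0.072, -0.072 to -0.038, 0.0084 to 0.034 and -0.079 to -0.053 for oxidative phosphorylation. For ribosomal proteins it gave 0.00041 to 0.039, 0.025 to 0.073 and -0.049 to -0.0016 in the first 3, and for PPARA targets -0.073 to -0.014, -0.058 to 0.024 and -0.024 to 0.048 in the last 3. Among 10000 random lists matched on signal under trimmed-mean scaling, these 2 lists lay, in the same orders, at percentiles 9.50, 99.9 and 21.8 and 29.2, 53.4 and 16.8. Over all alternatives the adjusted p ran, in the same orders, from 7.19e-27 to 0.164, 1.83e-19 to 0.765, 1.25e-14 to 0.985 and 3.8e-35 to 0.6 for oxidative phosphorylation, 1.74e-16 to 0.789, 6.37e-06 to 0.783 and 4.39e-08 to 0.995 for ribosomal proteins and 3.12e-05 to 0.992, 0.0365 to 0.995 and 7.16e-07 to 0.957 for PPARA targets. The test fry asks another question, whether the genes of a list move 1 way at all, and does not compare them with other genes, so it neither keeps nor ends a call of camera. With medians that are not shifted, it called oxidative phosphorylation between CL and NC, -0.13 (adjusted p = 9e-05), and between the supplements, -0.092 (adjusted p = 0.0455), and it gave -0.054 (adjusted p = 0.606) for oxidative phosphorylation and 0.058 (adjusted p = 0.606) for ribosomal proteins with astaxanthin, and 0.050 (adjusted p = 0.931) for oxidative phosphorylation and 0.021 (adjusted p = 0.931) for PPARA targets with vitamin E, where the mean of the last was -0.049.

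Of the other results, without those of fry, 8308 values were unchanged in direction and call, 151 were no longer called, 65 were newly called, 300 moved without a call and 19 reversed. Hepatocyte markers reversed between CL and NC to -0.40 under each other scaling, with median centring to -0.13 with astaxanthin and 0.10 with vitamin E, and to -0.22 between the supplements with median centring or trimmed-mean scaling. NFE2L2 targets reversed with these 2 scalings to -0.029 between CL and NC and -0.10 between the supplements, and with median centring to -0.050 with astaxanthin. Initiation factors reversed with median centring to -0.053 with astaxanthin and -0.088 between the supplements, and ribosomal proteins between the supplements to -0.10 with median centring or trimmed-mean scaling. App between CL and NC reversed to -0.55 with the mean of all probe sets, and Fgb to -0.18 with median centring and -0.036 with trimmed-mean scaling.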

Differences from the paper's values

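Counted in probe sets, no count here lies more than 1.5 times from the paper's count of genes. Counted as genes that the probe sets name, 5308 differ between CL and NC, more than 1.5 times below the paper's count, 811 are altered and 630 improved with astaxanthin, and 1023 and 996 with vitamin E. Quantile normalization took the place of the planned signals as deposited once the table was seen, and the alternatives named here were set before the data were examined. The paper's 8848 genes between CL and NC stand beside 7910 here, the paper's 1137 genes altered by astaxanthin beside 1023 and its 738 improved ones beside 804, and the paper's 1397 genes altered by vitamin E beside 1320 and its 1330 improved ones beside 1277. The thresholds differ, since the paper's counts rest on p under 0.05 with a correction that its methods do not name, and those here on an adjusted p in the first step and an unadjusted p in the second. With the methods' ANOVA and t-test, unadjusted, the first count was 8627, and with both in each step the others were 1205 and 946 for astaxanthin and 1327 and 1259 for vitamin E. Array weights gave 1185 probe sets altered by astaxanthin, median centring 728 and the fit of only the groups of the contrast 731 improved ones, and the offset of 32 gave 1315 probe sets improved by vitamin E. Counts more than 1.5 times away came from the methods' t-test with the Benjamini-Hochberg adjustment, 3444 between CL and NC, and from the signals as deposited, 532 altered and 178 improved with astaxanthin and 2681 and 2664 with vitamin E. For astaxanthin, eBayes without trend gave 727 and the fit without CL replicate 3 740 altered. Split CL arrays gave 321 with astaxanthin and 347 with vitamin E, and an adjusted p in the second step 1 and 0.

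The paper states that astaxanthin lowered the expression of PPARA and, from its qPCR, that vitamin E did not lower PPARA and PPARD molecules. On the arrays Ppara had -0.28 (SE 0.10, adjusted p = 0.563) with astaxanthin and -0.26 (SE 0.10, adjusted p = 0.565) with vitamin E, and the direct difference was -0.021 (SE 0.10, 2 of 3 probe sets with this sign). Cpt1a had -0.14 (SE 0.11, adjusted p = 0.855, 1 of 3 probe sets with this sign) with astaxanthin and -0.15 (SE 0.11, adjusted p = 0.807) with vitamin E, with a direct difference of 0.011 (SE 0.11). For Scd1 the values were -0.019 (SE 0.063, adjusted p = 0.986) and 0.018 (SE 0.063, adjusted p = 0.976, 1 of 2 probe sets with this sign). The tally of PPARA targets of Table 2, 23 of 27 below the median of all genes with astaxanthin, is of genes that the study chose on these samples. Fig. 4 draws Idi1 and Scp2 among the raised targets, and on the arrays they had -0.15 (SE 0.18, adjusted p = 0.932, 1 of 2 probe sets with this sign) and -0.059 (SE 0.055, adjusted p = 0.898, 2 of 4 probe sets with this sign) with astaxanthin. The paper states that astaxanthin raised Akt2. The brightest probe set had 0.17 (SE 0.067, adjusted p = 0.59, 1 of 3 probe sets with this sign), and vitamin E gave 0.29 (SE 0.067, 2 of 3 probe sets with this sign).

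The paper's results state that ARNT and NFE2L2 were predicted to be activated in CL livers and inhibited by vitamin E, while its discussion has them predicted the other way. Among the measured NFE2L2 targets of Table 3, 9 fell and 4 rose between CL and NC, and 19 of 31 lay above the median of all genes with vitamin E. Of the ARNT targets, Pgk1 fell by 0.42 (SE 0.066) in CL and had 0.19 (SE 0.066, 2 of 3 probe sets with this sign) with vitamin E. The study chose these targets on these samples, so they are not independent evidence. The fixed list of NFE2L2 targets and antioxidant genes went the other way between CL and NC, with 10 rising, 2 falling and a median of 0.14 (camera adjusted p = 0.0281, adjusted p = 0.36 with an estimated correlation, but not called without scaling at adjusted p = 0.075, with median centring at adjusted p = 0.651 or with trimmed-mean scaling at adjusted p = 0.907, and not called in 1 of 20 fits without 1 array, medians 0.11 to 0.20, adjusted p up to 0.0511) and -0.029 with 1 factor per array. Nfe2l2 itself rose by 0.90 (SE 0.12) in CL and Arnt fell by 0.48 (SE 0.16, 4 of 5 probe sets with this sign). The paper states that EIF2 signaling was inhibited in CL livers and improved by both supplements. Camera called neither the initiation factors (adjusted p = 0.521) nor the ribosomal proteins (adjusted p = 0.345) between CL and NC, and with vitamin E neither (adjusted p = 0.976 for both). With other scalings camera called both lists as lower between CL and NC, the initiation factors with median centring (adjusted p = 0.000542) and trimmed-mean scaling (adjusted p = 0.00746) but not as deposited (adjusted p = 0.547, upward), and the ribosomal proteins with each (adjusted p = 0.00773 as deposited, 1.74e-16 with median centring and 4.54e-15 with trimmed-mean scaling). With astaxanthin the ribosomal proteins were called as higher (adjusted p = 0.00349), but not with an estimated correlation (adjusted p = 0.765) or trimmed-mean scaling (adjusted p = 0.783), and they and the initiation factors were called as lower with median centring (adjusted p = 0.00169 and 0.00164). With vitamin E they were called as higher with median centring (adjusted p = 4.39e-08) and trimmed-mean scaling (adjusted p = 8.94e-06), and the initiation factors with median centring alone (adjusted p = 0.0469). Among 10000 random lists matched on signal, the ribosomal proteins lay at percentile 30.3 (quantile normalization) and 9.50 (trimmed-mean scaling) between CL and NC, at 22.0 and 21.8 with vitamin E and at 99.99 and 99.9 with astaxanthin. The initiation factors lay at percentiles 18.4 to 86.6. Random lists leave out the correlation among ribosomal proteins, estimated at 0.296. With astaxanthin, 15 of 100 groupings of the mice gave a camera result as large for them, so chance is not excluded. Directly between CL + AX and CL + VE, the ribosomal proteins had a median of 0.071 (camera adjusted p = 0.00535, adjusted p = 0.738 with an estimated correlation). They were called as lower with median centring (adjusted p = 5.87e-11) and trimmed-mean scaling (adjusted p = 0.000615). Under quantile normalization 31 of 100 groupings gave a camera result as large, so this does not decide whether they moved more with astaxanthin than with vitamin E. Whether they moved more with astaxanthin than between CL and NC was not tested here.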

Other observations

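The test of cytokine genes against immediate early genes was chosen after the result was seen, and so were the regroupings of the mice. The gene lists and the 4 comparisons were set before the data were examined. Clock genes differed between CL and NC. Of 18 circadian clock genes, 9 fell and 3 rose, the same over the list alone, with a median of -0.48 (camera adjusted p = 0.00664, adjusted p = 0.161 with an estimated correlation). Per1, a repressor of the clock, fell by 1.79 (SE 0.19), Usp2, a deubiquitinase under clock control, by 2.14 (SE 0.25) and Dbp, an output factor of the clock, by 2.84 (SE 0.39). Between CL + AX and CL, 3 clock genes were lower and 1 was higher at an unadjusted p under 0.05, none past limma's adjusted p, with a median of -0.23 (camera adjusted p = 0.0221, adjusted p = 0.765 with an estimated correlation, and not called in 2 of 20 fits without 1 array, medians -0.28 to -0.16, adjusted p up to 0.178) and with Dbp at -1.04 (SE 0.39). Between CL + VE and CL the median was -0.079 (camera adjusted p = 0.931, list score 6.40 in CL + VE replicate 3 and 6.83 to 6.96 in the other CL + VE mice). The times at which the mice were killed are not given in the methods or in the deposited description. Among 18 immediate early genes, 2 rose and none fell between CL and NC, the same over the list alone, with a median of 0.70 (camera adjusted p = 0.0489, adjusted p = 0.553 with an estimated correlation, but not called without scaling at adjusted p = 0.328 or with trimmed-mean scaling at adjusted p = 0.0724, and not called in 10 of 20 fits without 1 array, medians 0.47 to 0.87, adjusted p up to 0.112), and Egr3, a transcription factor, rose by 1.99 (SE 0.47, 1 of 2 probe sets with this sign, log2 signal -0.018 in NC replicate 4 and 2.55 to 3.28 in the other NC mice). With astaxanthin the median was -0.10 (camera adjusted p = 0.43, but called in 1 of 20 fits without 1 array, medians -0.40 to 0.052, adjusted p down to 0.0255), and none had an unadjusted p under 0.05. Of 21 proliferation genes, 4 rose and 1 fell between CL and NC (6 and 1 when adjusted over the list alone), with a median of 0.77 (camera adjusted p = 0.0114, adjusted p = 0.482 with an estimated correlation, but not called without scaling at adjusted p = 0.0502, and not called in 1 of 20 fits without 1 array, medians 0.42 to 0.92, adjusted p up to 0.0758). Mcm3, a subunit of the replicative helicase, rose by 1.04 (SE 0.20) and Pcna, the sliding clamp, by 0.42 (SE 0.091). Of 24 apoptosis genes, 9 rose and 3 fell (10 and 3 when adjusted over the list alone), with a median of 0.22 (camera adjusted p = 0.00229, adjusted p = 0.052 with an estimated correlation). Casp1, the inflammatory caspase, rose by 1.54 (SE 0.20) and Mcl1, an inhibitor of apoptosis, by 0.72 (SE 0.093, 5 of 6 probe sets with this sign). The 4 red blood cell genes had a median of -1.16 (camera adjusted p = 0.0294, adjusted p = 0.161 with an estimated correlation), and Alas2, the first enzyme of heme synthesis in red cells, fell by 1.03 (SE 0.17, log2 signal 8.87 in NC replicate 5 and 9.33 to 9.51 in the other NC mice) and Slc4a1, an anion exchanger, by 2.78 (SE 0.70, log2 signal 0.034 in CL replicate 1 and 3.85 to 5.40 in the other CL mice). Krt23, a keratin among 8 cholangiocyte markers, rose by 2.09 (SE 0.34) and Sox9, a transcription factor of bile ducts, by 0.89 (SE 0.24), with a list median of 0.70 (camera adjusted p = 0.0643, but called as higher with median centring at adjusted p = 0.0196, and called in 2 of 20 fits without 1 array, medians 0.49 to 0.82, adjusted p down to 0.0347). The other lists had medians of 0.033 (camera adjusted p = 0.913, mean -0.033, but called as lower without scaling at adjusted p = 0.0151, with median centring at adjusted p = 4.22e-06 and with trimmed-mean scaling at adjusted p = 2.43e-05) and -0.40 with 1 factor per array for hepatocyte markers, 0.078 (camera adjusted p = 0.502) and -0.094 with 1 factor per array for glycolysis and gluconeogenesis and 0.045 (camera adjusted p = 0.988, mean -0.0037) and 0.082 with 1 factor per array for adipose and pancreas genes, with 2 and 2 of 18 hepatocyte markers and 4 and 2 of 19 genes of glycolysis and gluconeogenesis rising and falling (6 and 2 of the latter when adjusted over the list alone), and none of the 8 adipose and pancreas genes. Fgb, a chain of fibrinogen, rose by 0.31 (SE 0.049) but had -0.18 with median centring and -0.036 with trimmed-mean scaling, Aldoc, an aldolase, fell by 1.66 (SE 0.25) and Hk2, a hexokinase, rose by 1.41 (SE 0.22).

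Under quantile normalization, camera called none of the lists in this paragraph with a supplement, and no member passed limma's adjusted p. A median after "or" is with 1 factor per array. Between CL + AX and CL the medians were 0.0079 (adjusted p = 0.981) or 0.10 for cholangiocyte markers, 0.013 (adjusted p = 0.986, but called as lower with median centring at adjusted p = 0.00306) or -0.13 for hepatocyte markers, 0.085 (adjusted p = 0.981, list score 3.19 in CL + AX replicate 1 and 4.03 to 4.29 in the other CL + AX mice) or 0.13 for red blood cell genes, -0.21 (adjusted p = 0.344) or -0.086 for adipose and pancreas genes, 0.025 (adjusted p = 0.43, but called as lower with median centring at adjusted p = 0.0429) or -0.050 for NFE2L2 targets and antioxidant genes, 0.065 (adjusted p = 0.418, list score 9.63 in CL + AX replicate 1 and 9.39 to 9.45 in the other CL + AX mice) or 0.0053 for glycolysis and gluconeogenesis and 0.046 (adjusted p = 0.892, downward) or 0.10 for proliferation genes, with 1 lower in adipose and pancreas genes, 1 higher and 1 lower in NFE2L2 targets, 1 higher and 1 lower in glycolysis and 1 lower in proliferation at an unadjusted p under 0.05. Between CL + VE and CL the medians were -0.0032 (adjusted p = 0.976, mean 0.027) or -0.017 for endothelial markers, 0.089 (adjusted p = 0.976, downward) for cholangiocyte markers, -0.022 (adjusted p = 0.976, but called as higher with median centring at adjusted p = 0.0165) or 0.10 for hepatocyte markers, -0.18 (adjusted p = 0.976, upward) for red blood cell genes, -0.065 (adjusted p = 0.92) for adipose and pancreas genes, -0.088 (adjusted p = 0.976) or -0.0015 for glycolysis and gluconeogenesis and -0.014 (adjusted p = 0.976, mean 0.080) or -0.041 for proliferation genes. At an unadjusted p under 0.05, 3 genes of glycolysis and 1 hepatocyte marker were higher and 1 adipose or pancreas gene was lower. The proteasome list had -0.0049 (camera adjusted p = 0.976, upward, mean 0.012, but called as higher with median centring at adjusted p = 0.0365) and 0.046 with 1 factor per array, with 2 subunits higher and 1 lower at an unadjusted p under 0.05.

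The paper does not compare CL + AX with CL + VE directly. Of all probe sets, 1 passed limma's adjusted p, a dimmer one of Tlcd4, which codes for a membrane protein, with a log2 fold change of 1.23 (SE 0.18, adjusted p = 0.0456), and it was singled out after its values were seen. The brightest probe set of Tlcd4 had 0.16 (SE 0.084) with an adjusted p = 0.595. Without scaling 1886 passed, 1879 of them higher, with median centring 1652, 36 of them higher, and with trimmed-mean scaling 1. At an unadjusted p under 0.05, limma gave 1866 higher and 2150 lower probe sets, and the methods' t-test gave 3840 unadjusted and 1 with the Benjamini-Hochberg adjustment. The groups did not overlap in 2.12% of probe sets, and in 1.73% between CL + VE and CL, where chance gives 0.794%. Cytokines and chemokines had a median of 0.57 (camera adjusted p = 6.02e-07, adjusted p = 0.464 with an estimated correlation), with 6 of 33 higher and none lower at an unadjusted p under 0.05 (1 when adjusted over the list alone). Cxcl1 had 1.70 (SE 0.42, adjusted p = 0.186) and Nfkbiz 0.75 (SE 0.22, adjusted p = 0.267). Macrophage markers had 0.31 (camera adjusted p = 0.00814, adjusted p = 0.738 with an estimated correlation, but not called without scaling at adjusted p = 0.535 or with trimmed-mean scaling at adjusted p = 0.0671, and not called in 4 of 20 fits without 1 array, medians 0.19 to 0.47, adjusted p up to 0.205), with Mmp12 at 1.52 (SE 0.80, log2 signal 9.59 in CL + VE replicate 5 and 6.10 to 6.40 in the other CL + VE mice), and immediate early genes 0.50 (camera adjusted p = 0.00442, adjusted p = 0.66 with an estimated correlation, but not called without scaling at adjusted p = 0.421, and not called in 2 of 20 fits without 1 array, medians 0.38 to 0.63, adjusted p up to 0.0794), with 6 higher and 1 lower at an unadjusted p under 0.05 and with Junb, a subunit of AP-1, at 0.83 (SE 0.27). Bile acid genes had -0.070 (camera adjusted p = 0.046, adjusted p = 0.66 with an estimated correlation, but not called without scaling at adjusted p = 0.0542, and not called in 10 of 20 fits without 1 array, medians -0.11 to -0.021, adjusted p up to 0.204) and -0.22 with 1 factor per array (3 lower when adjusted over the list alone), with Abcc3 at -0.31 (SE 0.069) and Cyp8b1 at -1.03 (SE 0.28). Ribosomal proteins had 0.071 (camera adjusted p = 0.00535, adjusted p = 0.738 with an estimated correlation, but called as lower with median centring at adjusted p = 5.87e-11 and with trimmed-mean scaling at adjusted p = 0.000615, and not called in 3 of 20 fits without 1 array, medians 0.048 to 0.10, adjusted p up to 0.102) and -0.10 with 1 factor per array, with Rpl37 at 0.36 (SE 0.12), and endothelial markers -0.22 (camera adjusted p = 0.0452, adjusted p = 0.738 with an estimated correlation, but not called without scaling at adjusted p = 0.142, and not called in 7 of 20 fits without 1 array, medians -0.25 to -0.13, adjusted p up to 0.189), with Stab2, a scavenger receptor, at -0.25 (SE 0.11). Camera called none of the others under quantile normalization, with medians (after "or" with 1 factor per array) of 0.0024 (adjusted p = 0.341, but called as higher without scaling at adjusted p = 0.00955, and called as lower with median centring at adjusted p = 1.2e-05) or -0.088 for initiation factors, 0.15 (adjusted p = 0.246) for the EIF2 kinase and ATF4 arm, 0.072 (adjusted p = 0.162, but called in 1 of 20 fits without 1 array, medians 0.041 to 0.14, adjusted p down to 0.00277) or -0.049 for ER chaperones, 0.0050 (adjusted p = 0.814, downward, mean -0.0088, but called as lower with median centring at adjusted p = 1.17e-07 and with trimmed-mean scaling at adjusted p = 0.00103) or -0.091 for proteasome subunits, -0.00064 (adjusted p = 0.855) or 0.020 for cholesterol synthesis and -0.050 (adjusted p = 0.164, but called as lower with median centring at adjusted p = 0.000802 and with trimmed-mean scaling at adjusted p = 0.00345) or -0.15 for fatty acid synthesis, and 0.094 (adjusted p = 0.461, but called as higher with median centring at adjusted p = 0.0258, and called in 1 of 20 fits without 1 array, medians -0.023 to 0.30, adjusted p down to 0.0183) or 0.20 for lymphocyte markers, 0.22 (adjusted p = 0.162, but called in 2 of 20 fits without 1 array, medians 0.066 to 0.43, adjusted p down to 1.88e-05) for fibrosis markers, -0.19 (adjusted p = 0.838, upward, mean 0.0072) or -0.091 for cholangiocyte markers, -0.012 (adjusted p = 0.772, upward, mean 0.029, but called as lower with median centring at adjusted p = 1.2e-05 and with trimmed-mean scaling at adjusted p = 0.000235) or -0.22 for hepatocyte markers, 0.19 (adjusted p = 0.987, downward) or 0.35 for red blood cell genes, -0.19 (adjusted p = 0.838) or -0.032 for adipose and pancreas genes, 0.022 (adjusted p = 0.612, but called as lower with median centring at adjusted p = 0.000802 and with trimmed-mean scaling at adjusted p = 0.0473) or -0.10 for NFE2L2 targets and antioxidant genes, 0.092 (adjusted p = 0.164, but called as higher without scaling at adjusted p = 0.0326) or 0.052 for apoptosis genes, -0.24 (adjusted p = 0.162, but called in 2 of 20 fits without 1 array, medians -0.29 to -0.10, adjusted p down to 0.0323) for circadian clock genes, 0.091 (adjusted p = 0.341) or 0.0072 for glycolysis and gluconeogenesis and -0.042 (adjusted p = 0.849) or 0.029 for proliferation genes. When adjusted over the list alone, 1 initiation factor was higher and 1 lower, 3 genes of fatty acid synthesis were lower, 1 clock gene was higher and 2 lower, 1 adipose or pancreas gene was higher and 1 lower, 1 NFE2L2 target was higher, and 1 proteasome subunit and 1 apoptosis gene were lower.

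Cytokine genes may follow the immediate early genes of single mice, since both lists lay lower in CL + VE than in CL + AX. Within groups, Pearson's r between the list scores was 0.24 over the 15 arrays of the CL diets (permutation p = 0.425, Spearman's rho 0.14 with p = 0.629, r without the 2 farthest arrays 0.14, adjusted p = 0.425 over the 3 relations tested). That relation predicts a difference of 0.077 (-0.13 to 0.28) between CL + AX and CL + VE, where 0.48 was observed. The 0.40 that it leaves has a 95% interval of -0.15 to 0.94, so 15 arrays leave this open.

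The mice of each comparison were regrouped in 100 ways into 5 and 5, the real one included, and brackets hold, in this order, the real value of a result, the highest other and the number of groupings with a result as large. Chance is taken as excluded at fewer than 5 of 100, a limit not adjusted over the results, so some near it may pass by chance, above all where another grouping exceeded the real value. Values of gene lists are minus the log10 of the camera p, and an adjusted p beside a list is that with an estimated correlation. For CL against NC, chance is excluded for the count at an adjusted p (7910, 1767, 1 of 100), the count at an unadjusted p (12928, 9209, 1 of 100), cholesterol synthesis (20.0, 14.2, 1 of 100, adjusted p = 0.00208), fatty acid synthesis (2.22, 2.58, 3 of 100, adjusted p = 0.0551), cytokines and chemokines (13.6, 13.1, 1 of 100, adjusted p = 0.052), macrophage markers (15.8, 21.1, 4 of 100, adjusted p = 0.0921), lymphocyte markers (4.59, 6.06, 4 of 100, adjusted p = 0.161), fibrosis markers (10.6, 12.5, 4 of 100, adjusted p = 0.164), apoptosis genes (3.08, 3.30, 4 of 100, adjusted p = 0.052) and circadian clock genes (2.58, 2.76, 2 of 100, adjusted p = 0.161). It is not excluded for the camera p of oxidative phosphorylation (6.78, 10.6, 7 of 100), PPARA targets (7.77, 11.3, 11 of 100), endothelial markers (5.12, 8.45, 25 of 100), red blood cell genes (1.78, 2.53, 10 of 100), NFE2L2 targets (1.83, 2.87, 13 of 100), immediate early genes (1.53, 8.65, 45 of 100) and proliferation genes (2.30, 6.33, 38 of 100). Camera's p compares a list with other genes. The number of members past limma's adjusted p was as large in 1 of 100 groupings for each of these 7 lists but 2 of 100 for immediate early genes. The real and highest other numbers were 28 and 6 for oxidative phosphorylation, 17 and 2 for PPARA targets and 7 and 1 for endothelial markers. They were 2 and 1 for red blood cell genes, 12 and 3 for NFE2L2 targets, 2 and 2 for immediate early genes and 5 and 1 for proliferation genes. Such numbers cannot decide for a list, because regrouping lowers the count over all probe sets, from 7910 to a median of 0. Lists that camera did not call gave 1 of 100 as well, with 9 and 0 for ribosomal proteins and 4 and 0 for hepatocyte markers. For CL + AX against CL, chance is excluded for the count at an unadjusted p (3244, 3914, 2 of 100). It is not excluded for the count at an adjusted p (1, 3, 6 of 100), ribosomal proteins (3.85, 10.8, 15 of 100), oxidative phosphorylation (3.17, 8.61, 21 of 100), cytokines and chemokines (2.05, 11.4, 34 of 100), endothelial markers (2.43, 4.34, 10 of 100) and circadian clock genes (2.58, 3.54, 9 of 100). For CL + VE against CL, chance is not excluded for the count at an unadjusted p (3412, 3991, 6 of 100), oxidative phosphorylation (3.81, 10.3, 21 of 100), cytokines and chemokines (3.14, 9.38, 31 of 100) and immediate early genes (5.94, 13.7, 14 of 100), while its count of 0 at an adjusted p from limma leaves nothing to regroup (0, 2, 100 of 100). For CL + AX against CL + VE, chance is excluded for the count at an unadjusted p (4016, 5132, 2 of 100) and oxidative phosphorylation (9.80, 11.6, 4 of 100, adjusted p = 0.464). It is not excluded for the count at an adjusted p (1, 71, 10 of 100), ribosomal proteins (3.07, 13.8, 31 of 100), bile acid genes (1.89, 4.95, 25 of 100), cytokines and chemokines (7.32, 11.6, 9 of 100), macrophage markers (2.79, 13.4, 37 of 100), endothelial markers (1.97, 5.50, 22 of 100) and immediate early genes (3.27, 10.6, 20 of 100). A regrouping of the CL + AX and CL + VE mice called 71 probe sets, where the real count is 1, which points to a structure of the samples that was not tested, though the median of the regroupings is 0.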
